# Sex-Dependent Effects of Cadmium Exposure in Early Life on Gut Microbiota and Fat Accumulation in Mice

**DOI:** 10.1289/EHP360

**Published:** 2016-09-16

**Authors:** Qian Ba, Mian Li, Peizhan Chen, Chao Huang, Xiaohua Duan, Lijun Lu, Jingquan Li, Ruiai Chu, Dong Xie, Haiyun Song, Yongning Wu, Hao Ying, Xudong Jia, Hui Wang

## Abstract

**Background:**

Environmental cadmium, with a high average dietary intake, is a severe public health risk. However, the long-term health implications of environmental exposure to cadmium in different life stages remain unclear.

**Objectives:**

We investigated the effects of early exposure to cadmium, at an environmentally relevant dosage, on adult metabolism and the mechanism of action.

**Methods:**

We established mouse models with low-dose cadmium (LDC) exposure in early life to examine the long-term metabolic consequences. Intestinal flora measurement by 16S rDNA sequencing, microbial ecological analyses, and fecal microbiota transplant was conducted to explore the potential underlying mechanisms.

**Results:**

Early LDC exposure (100 nM) led to fat accumulation in adult male mice. Hepatic genes profiling revealed that fatty acid and lipid metabolic processes were elevated. Gut microbiota were perturbed by LDC to cause diversity reduction and compositional alteration. Time-series studies indicated that the gut flora at early-life stages, especially at 8 weeks, were vulnerable to LDC and that an alteration during this period could contribute to the adult adiposity, even if the microbiota recovered later. The importance of intestinal bacteria in LDC-induced fat accumulation was further confirmed through microbiota transplantation and removal experiments. Moreover, the metabolic effects of LDC were observed only in male, but not female, mice.

**Conclusions:**

An environmental dose of cadmium at early stages of life causes gut microbiota alterations, accelerates hepatic lipid metabolism, and leads to life-long metabolic consequences in a sex-dependent manner. These findings provide a better understanding of the health risk of cadmium in the environment.

**Citation:**

Ba Q, Li M, Chen P, Huang C, Duan X, Lu L, Li J, Chu R, Xie D, Song H, Wu Y, Ying H, Jia X, Wang H. 2017. Sex-dependent effects of cadmium exposure in early life on gut microbiota and fat accumulation in mice. Environ Health Perspect 125:437–446; http://dx.doi.org/10.1289/EHP360

## Introduction

Cadmium, a ubiquitous environmental compound, is present in soils, sediments, air, and water. Cadmium exposure affects human populations worldwide. In addition to cigarette smoke, contamination of the food chain by natural and anthropogenic sources is the primary route of cadmium exposure. The tolerable weekly intake (TWI) of cadmium is set at 2.5 μg/kg body weight (BW) by the European Food Safety Authority (EFSA) and at 5.8 μg/kg BW by the Joint FAO/WHO Expert Committee on Food Additives (JECFA) (EFSA 2011; FAO/WHO 2010). However, the estimated dietary cadmium intake is 5.81 μg/kg BW per week in Catalonia, Spain; 4.03 μg/kg BW per week in Bangladesh; and 3.67 μg/kg BW per week in China (Al-Rmalli et al. 2012; Domingo et al. 2012; Yuan et al. 2014). These values are above or near the JECFA/EFSA-established TWI value.

After dietary absorption, cadmium remains in the body with a biological half-life of 10–30 years (Järup and Åkesson 2009). Many human diseases, including renal dysfunction, osteoporosis and fractures, cardiovascular diseases, and cancers are associated with cadmium exposure (Joseph 2009; Ke et al. 2015; Solenkova et al. 2014; Trzcinka-Ochocka et al. 2010). As determined in animal studies, high doses of cadmium lead to nephrosclerosis, osteomalacia, testicular interstitial hemorrhage with edema, fetal death, and placental necrosis (Takiguchi and Yoshihara 2006; Thijssen et al. 2007; Umemura 2000).

The adverse effects of relatively low-dose cadmium exposure on metabolic disorders have been investigated recently. In various populations, metabolic syndrome, diabetes, and nonalcoholic fatty liver disease (NAFLD) are associated with the cadmium burden (Hyder et al. 2013; Lee and Kim 2013; Wallin et al. 2016). In mice, 10 mg/L (~ 54.5 μM) of cadmium in the drinking water causes hepatic metabolic changes consistent with NAFLD (Go et al. 2015). However, considering the levels of exposure and the bioaccumulation of cadmium, the health risk at the concentrations of environmental exposure and the underlying mechanisms need further study.

In addition, cadmium can penetrate the placental barrier to result in fetal exposure (Chen et al. 2014). Pregnant women appear to accumulate more cadmium (Nishijo et al. 2004; Vahter et al. 2002), which is largely retained in the placenta. Prenatal cadmium exposure can be toxic in early life, with growth restriction and immune effects in newborns, and poor health outcomes in later life (Gardner et al. 2013; Kim et al. 2013; Kippler et al. 2012b). Prenatal cadmium disturbs transfer of micronutrients to the fetus, interferes with hormone balance, increases oxidative stress, and alters the epigenetic signatures (Kippler et al. 2010, 2012a; Vilahur et al. 2015; Wang et al. 2014). Nevertheless, other toxicological effects of early-life cadmium exposure, especially the long-term effects in later life, should be investigated.

Gut microbiota, which function in production of nutrients, metabolic processing, breakdown of toxins, and protection from infections, are involved in a host’s health at various life stages. Intestinal dysbiosis may contribute to a variety of diseases (Konkel 2013; Ridaura et al. 2013). Since the homeostasis of microbiota develops in early life, it is vulnerable to external stimuli at this stage (Cox et al. 2014; Cunningham et al. 2014; Rodríguez et al. 2015). Early exposure to chemicals, even at the doses generally recognized as safe, can disturb intestinal flora and result in metabolic disorders later in life (Chassaing et al. 2015; Suez et al. 2014). Therefore, gut microbiota could be used to assess the toxicity of environmental pollutants, particularly at low dosages and during early exposure.

To elucidate the long-term adverse outcomes of early-life cadmium exposure at environmental concentrations, we established a mouse model involving early exposure to 100 nM cadmium (LDC), a dose as low as its TWI. The biological effects of LDC on metabolic phenotypes in adults were explored, and a sex dependence was discovered. The underlying mechanism was evaluated from the perspectives of gut microbiota homeostasis. Moreover, through a time-series study, a critical stage of life for the toxicity of cadmium was identified.

## Methods

### Animal Husbandry

C57BL/6J mice were obtained from the Shanghai Laboratory Animal Center (Shanghai, China) and housed under environmental conditions of 23 ± 3°C, 35 ± 5% humidity, and a 12-hr dark/light cycle (lights on from 0600 to 1800 hours) in a specific pathogen-free animal facility. All mice were fed with a standard laboratory rodent diet irradiated with cobalt-60 (SLRC Laboratory Animal Co. Ltd., Shanghai, China) and water *ad libitum*. Control mice received water alone and LDC-exposed mice received drinking water that dissolved 100 nM cadmium chloride (Sigma Aldrich Inc., St. Louis, MO). For fertility, female mice (at 8 weeks of age) exposed by LDC for 1 week were individually caged with age-matched males. After copulation, the male mice were removed and the pregnant and lactating mice were individually caged. Their offspring were separately housed (4–6 mice per cages) after weaning. For antibiotic treatment, weaned mice were given both ciprofloxacin (0.2 g/L) and metronidazole (1 g/L) (Sigma Aldrich) in drinking water. All animals were treated humanely and with regard for alleviation of suffering according to the Biomedical Research Ethics Committee of Shanghai Institutes for Biological Sciences, Chinese Academy of Science (SIBS, CAS).

### Body Composition

The body fat, lean, and total mass of mice were determined by a nuclear magnetic resonance spectroscopy (NMR) with a Minispec Mq7.5 Analyzer (Bruker, Germany).

### Enzyme-Linked Immunosorbent Assay (ELISA)

Plasma levels of total cholesterol (TC), high-density lipoprotein (HDL), very low-density lipoprotein (VLDL) and low-density lipoprotein (LDL) were determined with the corresponding ELISA Kits (BioAssay, Hayward, CA) following the manufacturer’s instructions. Liver and plasma levels of triglycerides (TG) were measured by the Triglyceride Quantification Colorimetric/Fluorometric Kit (BioVision, Milpitas, CA). Plasma leptin was measured with the Mouse Leptin ELISA Kit (Millipore, Darmstadt, Germany). Plasma free fatty acids were determined with the Free Fatty Acid Quantification Kit (Abcam, Cambridge, UK) according to the manufacturer’s instructions.

### Liver Histology

Oil Red O staining was accomplished after liver tissues were fixed in methanol-free 4% paraformaldehyde for 24 hr. A subset of fixed livers was dehydrated in 20% and 30% sucrose equilibration for 12 hr each at 4°C and then cryoembedded in optimal cutting temperature medium (OCT). Cryostat sections (6 μm thick) were prepared and stained with 0.5% Oil Red O (Sigma Aldrich Inc.) for 8 min at room temperature. Staining images were made by use of a light microscope (Olympus, Tokyo, Japan).

### Hepatic Gene Expression Profiling

Total RNA was extracted from 30-week-old mouse livers (*n* = 3 for each group) with Takara RNAiso Plus Kits (Takara, China). RNA quality was assessed by an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) and further purified by RNeasy Mini Kits (QIAGEN, GmBH, Germany) and RNase-Free DNase Sets (QIAGEN). Microarray analysis with the Affymetrix Genechip Mouse Genome 430 2.0 system (Affymetrix, Santa Clara, CA) was performed according to the standard Affymetrix protocol in Shanghai Biotechnology Corporation. Raw data were normalized by the MAS 5.0 algorithm in GeneSpring software (version 12.6.1; Agilent Technologies). Of 34,000 annotated genes, 104 genes in male mice liver and 68 genes in female mice liver, for which expression levels were at least 2-fold different with *p*-value < 0.05 between control and LDC mice, were selected for analyses. Gene expression heatmaps were constructed using TreeView (version 1.1.1; http://jtreeview.sourceforge.net/). The up-regulated differential genes in male LDC mice were used to perform gene oncology (GO) enrichment (*p* < 0.05, FDR < 0.05) and construct the network of GO biological processes in Cytoscape software (version 3.3.0) with the BiNGO plugin (version 3.0.2).

### Microbial Community Analysis

Total bacteria genomic DNA extraction was performed from fecal pellets and cecal specimens by use of the E.Z.N.A.® Stool DNA Kits (Omega Bio-tek, Norcross, GA). The microbial 16S rDNA was amplified with indexes and adaptors-linked universal primers (341F: ACT​CCT​ACG​GGA​GGC​AGC​AG, 806R: GGA​CTA​CHV​GGG​TWT​CTA​AT) targeting the V3-4 region, purified with QIAquick PCR Purification Kit (QIAGEN), and quantified by Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA) to pool into even concentration. Amplicon libraries were sequenced on Illumina Miseq platform (Illumina, San Diego, CA) for paired-end reads of 300 bp. The paired-end reads were assembled into longer tags and quality filtered to remove tags with length of < 220 nt, average quality score of < 20, and tags containing > 3 ambiguous bases by PANDAseq. After discarding the singletons, the high-quality tags were clustered into operational taxonomic units (OTUs) using Usearch in QIIME software with a similarity threshold of 0.97. And the OTUs were further subjected to the taxonomy-based analysis by RDP algorithm using Greengenes database (http://greengenes.lbl.gov). Alpha diversity (Shannon) and beta diversity [weighted UniFrac, principal coordinate analysis (PCoA)] were analyzed using QIIME. Linear discriminant analysis (LDA) effect size (LEfSe) analyses were performed with the LEfSe tool (http://huttenhower.sph.harvard.edu/galaxy).

### Fecal Microbiota Transplant

For donors, male mice (control, *n* = 8; LDC, *n* = 10) received water alone or 100 nM LDC continuously beginning at fertilization and throughout the transplantation. Starting from 3 weeks of age, the fecal microbiota of donor mice was collected and transferred to the age-matched recipient mice. Briefly, the stools from control or LDC donors were pooled in sterile saline (100 mg/mL), resuspended by vigorous mixture for 30 sec, and centrifugalized at 800 *g* for 3 min. The supernatant was collected and delivered to the recipient mice via oral gavage (100 μL each recipient) within 10 min to prevent changes in bacterial composition. The recipient mice (*n* = 8 each group), which were fed with normal diet and drinking water, were subjected to the microbiota transplant twice a week from 3 weeks of age.

### Statistical Analyses

The body composition and metabolic results were presented as means ± SD, and the significant differences were examined using ANOVA or Student’s *t*-test. Differences in gut bacterial abundance were analyzed by the Mann–Whitney *U* test (version 6.0.1; GraphPad Prism). For the LEfSe analysis, we used the Kruskal–Wallis rank sum test to detect significantly different abundances and performed LDA scores to estimate the effect size (threshold: ≥ 2). A *p-*value < 0.05 was considered statistically significant.

## Results

### Effect of Early-Life LDC Exposure on Adult Body Composition

To investigate the toxicological effects of LDC in early-life stages, a series of concentrations of cadmium in drinking water (0.02 to 500 nM) were provided to maternal mice throughout their pregnancy. Thus, the offspring were exposed to cadmium from the initial stage of life. Although body lengths of newborn mice were similar, cadmium-exposed mice in the 100 and 500 nM groups had lower body weights compared with the control group (see Figure S1A,B). Next, 100 nM cadmium was employed to establish the LDC mouse model for early-life exposure. C57BL/6J mice received LDC continuously for life either beginning at weaning (LDC-w), or 1 week before the parental mating (LDC-m); control mice received drinking water only (Figure 1A). At adulthood (20 weeks), values for the fat mass and percent body fat were significantly increased in LDC-m male mice (Figure 1B and E); the lean and total masses showed little difference (Figure 1C,D). The body compositions in LDC-w male mice showed similar trends but no significant difference (Figure 1B–E). These results indicated that LDC led to fat accumulation in male mice and that the exposure before weaning is more effective. Of note, the promoting effect of LDC on body fat was observed only in male mice. Neither female LDC-w nor female LDC-m mice had elevated fat mass compared with controls (Figure 1B–E).

**Figure 1:**
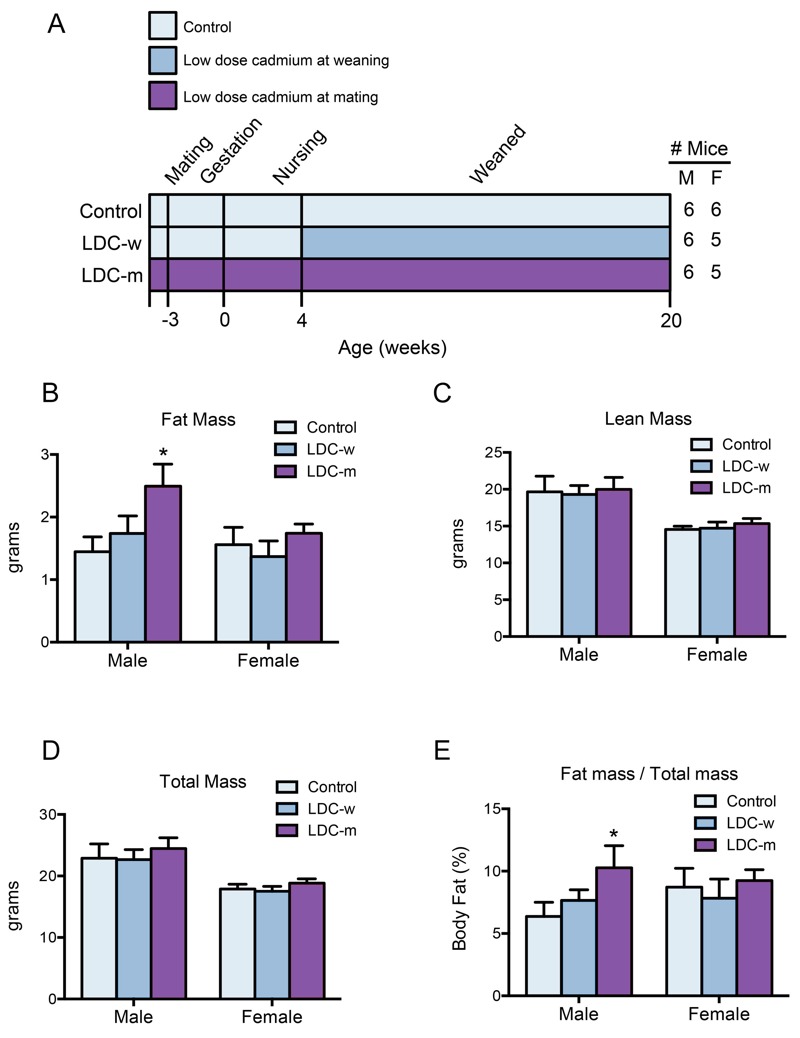
Effect of early-LDC exposure on body composition. (*A*) Study design: C57BL/6J mice received LDC (100 nM in drinking water) continuously for life beginning either at weaning (day 28, LDC-w, *n *= 6 males and *n *= 5 females), or from fertilization (LDC-m, *n *= 6 males and *n *= 5 females). Control mice received water alone (*n *= 6 males and *n *= 6 females). (*B*–*D*) Body composition was measured by NMR at week 20; *p < 0.05 compared with the control. (*E*) Body fat percentage in male and female mice was measured; *p < 0.05 compared with the control. Note: F, female; M, male.

### Effect of Early-Life LDC Exposure on Adiposity Metabolism

Based on the above results, we used LDC-m mice as the LDC model in the following studies. The effect of LDC on fat accumulation was validated by determining the lipid levels in plasma. LDC early exposure significantly elevated plasma TG and TC levels in male but not in female mice (Figure 2A,B). The plasma levels of free fatty acids in LDC male mice were also higher than those in control group (Figure 2C). Thus, early exposure to LDC facilitates a general effect on levels of blood lipids. Further, the levels of leptin, a hormone secreted by adipocytes, and HDL, which transports fat molecules to the liver, were increased by LDC (Figure 2D,E); whereas, the VLDL and LDL levels were unaffected (Figure 2F), suggesting that the metabolism related to body adiposity is dysregulated by LDC exposure. In regard to the accumulation of fat in liver tissue, LDC resulted in an increase of liver TG in male mice (Figure 2G) and lipid deposits in liver cells (Figure 2H). No other abnormalities relating to energy metabolism, such as fasting blood glucose, food intake, or body weight, were observed.

**Figure 2:**
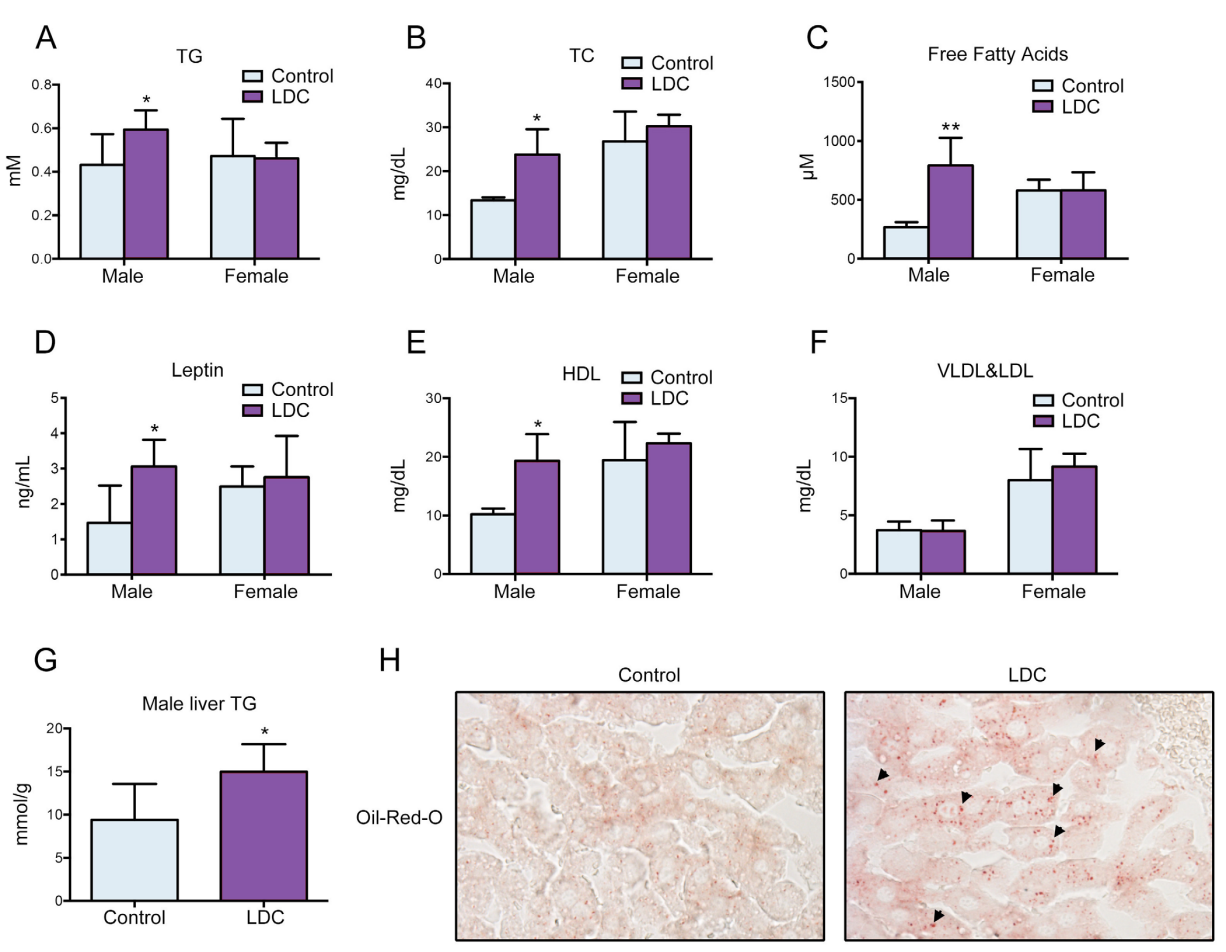
Early-life LDC exposure disturbed lipid homeostasis. (*A*–*F*) The plasma levels of TG (*A*), TC (*B*), free fatty acids (*C*), leptin (*D*), HDL (*E*) and VLDL&LDL (*F*) in male and female mice were measured at week 30; *p < 0.05, **p < 0.01 compared with the control group. (*G*) The contents of liver TG in male mice was measured at week 30; *p < 0.05 compared with the control group. (*H*) Representative images of Oil Red O staining of liver sections from control and LDC male mice. The arrows indicate the lipid deposits in liver cells. Magnification, ×40.

### LDC-Induced Differentially Expressed Genes in Liver

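Livers were taken at 30 weeks of age, and their RNA was measured on 12 Affymetrix mouse genome arrays. Control females, LDC females, control males and LDC males each had 3 arrays, which the sample labels call biological replicates. LDC was 100 nM CdCl2 in the drinking water, given first to the dams from before mating. Litters and cages are not given in the sources used here, so every test treats the mice as independent. Arrays are named below by sex, group and the replicate number of the labels, as in control female 2.

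The sex of the samples was visible in the signals. Xist, the noncoding RNA of the inactive X chromosome, averaged 17213 ± 1330 (SD, n = 3) in control females and 105 ± 22.8 (SD, n = 3) in control males. The Y-linked gene Eif2s3y averaged 3.39 ± 1.66 in control females and 2674 ± 262 in control males. Kdm5d and Uty, also Y-linked, averaged 27.9 ± 26.8 and 54.2 ± 19.3 in control females, against 592 ± 178 and 459 ± 159 in control males.

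The deposited values are signal intensities on a linear scale, which the authors computed with MAS 5.0 in GeneSpring 12.6.1. Each array holds 45101 probe sets, and the mean signal after trimming 2% at each end is 500.0 on every array. Median signal ran from 94.9 to 101 in control females, 97.3 to 100.3 in LDC females, 99.5 to 107 in control males and 98.8 to 110.1 in LDC males. The log2 signals of arrays of one group correlated at r = 0.914 to 0.941 across probe sets, and those of arrays of different sexes at r = 0.872 to 0.918. Control female 2 correlated more closely with the LDC females (mean r = 0.937) than with its own group (mean r = 0.926). Median and upper quartile of signal, the 3′/5′ ratios of the actin and Gapdh control probe sets and the correlation within the group were compared between LDC and control arrays. The smallest p of these two-sided exact permutation tests was 0.1, which is also the smallest that 3 arrays against 3 allow. It was reached by the Gapdh ratio in males, at 0.724 ± 0.0395 (SD, n = 3) in LDC and 0.793 ± 0.0378 (SD, n = 3) in control mice with all LDC arrays below all controls, and by the correlation within the group in females (0.935 in LDC and 0.924 in control mice).

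Probe sets whose mean log2 signal lay at or above the 40th percentile, a signal of 48.6, were tested, which left 27022 probe sets and 12820 named genes. Their log2 signals were fitted in 1 limma model with a mean for each of the 4 groups, and p-values were adjusted by Benjamini and Hochberg. Genes were also counted at the paper's criterion, a change of at least 2-fold with an unadjusted p under 0.05. The filter, the 30 gene lists, the rule for the genes named and the alternative settings were chosen before the data were examined. In simulated data for the male comparison, 34 of 100 probe sets changed by 1 on the log2 scale and 64 of 100 changed by 2 were recovered, with 9 false calls. Simulated arrays with no change gave 0 calls from limma at an adjusted p under 0.05, whereas 414 genes in the male and 377 in the female comparison met the paper's criterion.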

To further investigate the LCD-induced adiposity and its sex dependence, hepatic gene expression profiling analysis was performed by a microarray (GEO accession number: GSE83326). 

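Slc16a5, a member of the monocarboxylate transporter family, rose in LDC males with a log2 fold change of 2.58 (standard error 0.34, adjusted p = 0.00578 from limma). Nmrk1, a nicotinamide riboside kinase of NAD synthesis, rose by 1.19 on the same scale (standard error 0.15, adjusted p = 0.00491). Cdh1, which encodes E-cadherin, fell from 1595 ± 296 (SD, n = 3) in control males to 569.0 ± 96.0 (SD, n = 3) in LDC males, a log2 fold change of -1.49 (adjusted p = 0.00513 from limma). The manganese transporter gene Slc30a10 had a log2 fold change of -1.54 (standard error 0.21, adjusted p = 0.00761) in LDC males, and of -1.48 (adjusted p = 0.0191) through its brightest probe set. In LDC females, Slc41a2, a magnesium transporter gene, fell from 1953 ± 431 (SD, n = 3) to 540.4 ± 63.6 (SD, n = 3), a log2 fold change of -1.84 (adjusted p = 0.00105 from limma). The same gene had a log2 fold change of -0.42 (adjusted p = 0.525) in LDC males.

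At an adjusted p under 0.05, 43 probe sets rose and 32 fell in LDC males, and 7 rose and 26 fell in LDC females. They name 32 genes that rose and 27 that fell in males, and 6 that rose and 19 that fell in females. At an unadjusted p under 0.05 there were 2768 probe sets in males and 2435 in females, where 1351 are expected by chance. The paper's criterion took in 604 genes in males and 436 in females, of which 34 and 20 also passed the adjusted test. All 3 LDC arrays lay above or all below the 3 control arrays for 16.5% of probe sets in males and 13.9% in females, against 10% by chance.

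No test compares the 2 counts, and their order turned in some settings. Adjusted calls numbered 86 in males and 106 in females without control female 2, 18 and 26 without LDC male 1, 17 and 22 without LDC male 3, and 33 in each sex without control male 3. With eBayes without a trend they numbered 1 in males and 13 in females, and with the methods' t-test 0 in each sex, where 2454 and 1907 probe sets had an unadjusted p under 0.05. The male count was also 47, 32 or 46 without LDC female 1, 2 or 3, 36 without control male 2 and 43 without LDC male 2. The female count was 19 or 15 without LDC female 2 or 3, and 21 without control male 2. The balance of direction moved too. In females 51 rose and 55 fell without control female 2, and 0 rose and 15 fell without LDC female 3. In males 27 rose and 28 fell with median centring, 9 and 9 without LDC male 1, and 60 and 31 without control male 1. None of the calls of genes named here and below in males passed with eBayes without a trend. In females those of Mt1, Mt2, S100a8, Slc41a2, Igk and A4gnt did, and the others named did not. At the paper's criterion, 582 genes in males stood against 741 in females without control female 2, and 571 against 634 without LDC female 1.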

LDC exposure had a stronger effect on hepatic gene expression in adult male mice than in adult female mice at the age of 30 weeks (Figure 3A). Moreover, LDC induced more up-regulations of genes in male mice (71/104) but more down-regulations in female mice (44/68). 

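Genes that rose in LDC males included Gda, which encodes guanine deaminase, from 872 ± 134 (SD, n = 3) to 1800.15 ± 116 (SD, n = 3), a log2 fold change of 1.06 (adjusted p = 0.00855 from limma, with 0.97 and adjusted p = 0.0549 for its brightest probe set). The membrane protein gene Marveld1 and the monocarboxylate transporter family gene Slc16a12 rose by 1.10 (adjusted p = 0.0124) and 1.02 (adjusted p = 0.0135). Ethe1, a mitochondrial sulfur dioxygenase, fell from 4647 ± 421 (SD, n = 3) to 2306 ± 469 (SD, n = 3) in LDC males, a log2 fold change of -1.03 (adjusted p = 0.0107 from limma). Hsd17b6, a steroid dehydrogenase, also fell, with a log2 fold change of -1.47 (adjusted p = 0.0179). Prtn3, a serine protease of neutrophils, fell in LDC females from 622 ± 596 (SD, n = 3) to 26.1 ± 13.6 (SD, n = 3), a log2 fold change of -4.27 (adjusted p = 0.0221 from limma). Its LDC signals lie under the 48.6 of the filter, so the size of this change is uncertain. The control signals of A4gnt, a glycosyltransferase gene, lie under it too. A4gnt rose in LDC females from 18.0 ± 2.99 (SD, n = 3) to 112 ± 4.31 (SD, n = 3, adjusted p = 0.0353 from limma). Ddx6, an RNA helicase gene, rose in LDC females by 1.21 (adjusted p = 0.0468). The brightest probe set of Ddx6 stood at 0.28 (adjusted p = 0.544).

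Of the 604 genes at the paper's criterion in males, 343 were higher and 261 lower in LDC mice, which makes 56.8% higher. Of the 436 in females, 212 were higher and 224 lower, or 48.6% higher. At an unadjusted p under 0.01, 128 genes were higher and 80 lower in males, and 72 were higher and 80 lower in females. Genes whose probe sets passed in both directions, 6 in males and 1 in females, were left out of these counts.

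Several of these calls ended when 1 array was left out, in 1 of 12 such fits for Gda and Ethe1 (without LDC male 3, adjusted p = 0.0555 for each), 2 for Marveld1 (highest adjusted p = 0.0865), 3 for Slc16a12 (0.0872), Hsd17b6 (0.0977) and Prtn3 (0.122), 7 for Ddx6 (0.274) and 10 for A4gnt (0.180). The share of higher genes fell to 45.7%, 46.3% or 46.1% in males without LDC male 1, 2 or 3, and rose to 65.1%, 67.7% or 67.7% without control male 1, 2 or 3. In females it fell to 32.2% or 35.1% without LDC female 1 or 2 and to 35.3% with 1 probe set per gene. It rose to 61.7% or 59.1% there without control female 1 or 3, and to 50.1% with no filter, 53.9% with arrayWeights and 51.4% with the methods' t-test.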

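A pair of tubulin genes moved apart between the sexes. Tuba4a fell in LDC males with a log2 fold change of -0.82 (standard error 0.08, adjusted p = 0.000916 from limma), and its value in LDC females was 0.34 (adjusted p = 0.134). The difference between these effects, male minus female, was -1.16 (standard error 0.11, adjusted p = 0.000203 from limma's interaction contrast). For Tubb4b the male effect was -0.91 (adjusted p = 0.0246), the female effect 0.63 (adjusted p = 0.161) and the difference -1.54 (standard error 0.22, adjusted p = 0.00675). Cyp17a1, a steroid hydroxylase, had effects of -0.88 (adjusted p = 0.185) in males and 1.25 (adjusted p = 0.0790) in females, which differed by -2.13 (standard error 0.34, adjusted p = 0.0211). Esr1, which encodes estrogen receptor alpha, rose in LDC males from 911 ± 27.9 (SD, n = 3) to 1878 ± 79.3 (SD, n = 3), a log2 fold change of 1.04 (adjusted p = 0.0153 from limma). Its value in LDC females was -0.23 (adjusted p = 0.719), and the difference was 1.27 (adjusted p = 0.0410).

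The effects of LDC differed between the sexes for 48 probe sets at an adjusted p under 0.05. The male effect lay above the female effect for 34 of them and below it for 14. Among the 604 genes at the paper's criterion in males, the difference passed at an adjusted p under 0.05 for 18 and at an unadjusted p under 0.05 for 289, and 281 had an effect of the same sign in females. Among the 436 genes at the criterion in females, these counts were 15, 200 and 203.

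The number of probe sets whose effects differed was 10 with eBayes without a trend, 30 with 1 probe set per gene, 78 without control female 2, 26 or 25 without LDC female 2 or 3, 28 without control male 3, and 22, 30 or 22 without LDC male 1, 2 or 3. The difference for Cyp17a1 no longer passed in 6 of the 12 fits that left out 1 array (highest adjusted p = 0.0854), and that for Esr1 in 11 (0.120). The fall of Tubb4b in males ended in 4 of these fits (highest adjusted p = 0.126) and the rise of Esr1 in 5 (0.0871). With eBayes without a trend the difference for Tuba4a passed, and those for the other genes named here did not.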

Through comparative analysis of significantly differentially expressed genes, male- or female-specific LDC-altered genes were identified (Figure 3B–E). 

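Mt2, which encodes a metallothionein that binds cadmium and zinc, fell in LDC females from 13425 ± 3308 (SD, n = 3) to 728 ± 234 (SD, n = 3), a log2 fold change of -4.23 (adjusted p = 3.15e-05 from limma). In males it went from 9372 ± 4419 (SD, n = 3) to 21023 ± 2921 (SD, n = 3), a log2 fold change of 1.30 (adjusted p = 0.153 from limma). Mt1 had log2 fold changes of -2.57 (adjusted p = 0.00015) in females and 0.98 (adjusted p = 0.133) in males. S100a8, a calcium-binding protein of neutrophils and monocytes, fell in LDC females from 2549.8 ± 805 (SD, n = 3) to 278 ± 71.7 (SD, n = 3), and rose in LDC males from 609.5 ± 71.5 (SD, n = 3) to 1633 ± 78.2 (SD, n = 3). These are log2 fold changes of -3.17 (adjusted p = 2.06e-05 from limma) and 1.43 (adjusted p = 0.0178). Its partner S100a9 fell in females by 2.75 on the log2 scale (adjusted p = 0.00357), and its value in males was 1.29 (adjusted p = 0.188). The differences between the sexes, male minus female, were 5.53 for Mt2 (standard error 0.47, adjusted p = 0.000133), 3.55 for Mt1 (adjusted p = 0.000203), 4.60 for S100a8 (adjusted p = 1.47e-05) and 4.05 for S100a9 (adjusted p = 0.00228).

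At the paper's criterion, 48 genes were found in both sexes, where independent lists of these sizes would share 20.5 of the 12820 genes (odds ratio 2.63, p = 4.56e-08 in a two-sided Fisher's exact test). The test treats genes as independent, and genes measured on the same arrays are not independent replicates. The direction was opposite for 29 of the 48 genes and the same for 19. Of the 48 genes, 24 were higher in males and lower in females, where 5.99 are expected from independent lists, and 5 were lower in males and higher in females, where 4.32 are expected. Besides Mt2, S100a8 and S100a9, the 24 include the neutrophil genes Ngp and Lcn2 and the immunoglobulin genes Ighm, Igk, Igkv8-30 and Iglv1. In males Ighm and Igk met the criterion through other probe sets than their brightest, which stood at 0.24 (adjusted p = 0.909) and 0.42 (adjusted p = 0.555). Both sexes passed through the same probe set for 32 of the 48 genes.

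The differences for Mt1, Mt2, S100a8 and S100a9 passed in each of the 12 fits that left out 1 array, and the rise of S100a8 in males ended in 4 of them, without control male 2 or LDC male 1, 2 or 3 (highest adjusted p = 0.0895). The difference for S100a9 ended with eBayes without a trend. The number of genes found in both sexes was 77 without control female 2, 20 with the filter at the 60th percentile, 19 with 1 probe set per gene and 16 with the methods' t-test. Those higher in males and lower in females numbered 40 without control female 2 (9.63 expected), 37 without LDC female 1 (10.6) and 17 without control female 1 (4.32). They numbered 42 with no filter, 12 with the filter at the 60th percentile, 12 with 1 probe set per gene and 8 with the methods' t-test.

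**Figure D1:**
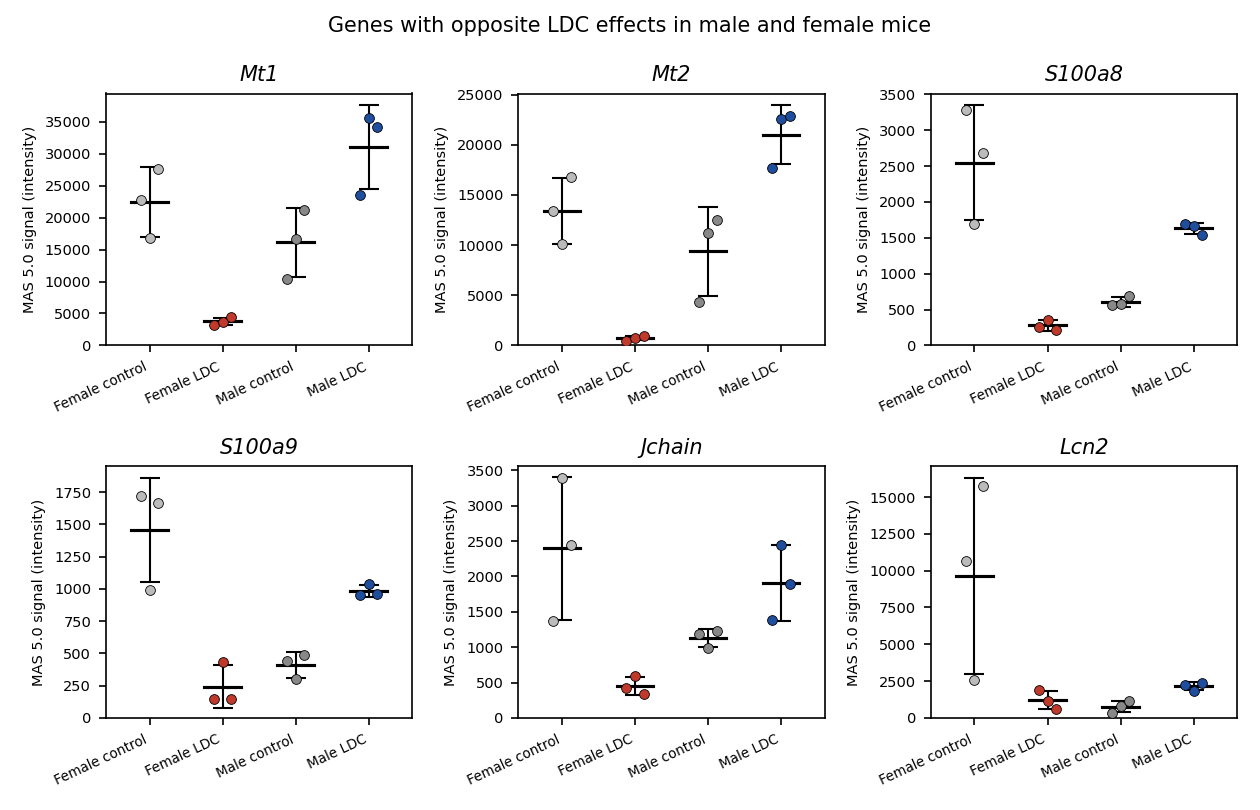
MAS 5.0 signal (y axis) of Mt1, Mt2, S100a8, S100a9, Jchain and Lcn2 in the 4 groups (x axis). Points are arrays, 3 per group, bars are means and whiskers are SDs. In females the LDC arrays of Mt2 average 728 and the control arrays 13425, and in males 21023 and 9372.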

Only 5 genes were regulated by LDC both in male and female mice; however, 4 of these showed a contrary trend (Figure 3D), indicating that the mice of different sexes responded to early-LDC exposure in distinct ways.

**Figure 3:**
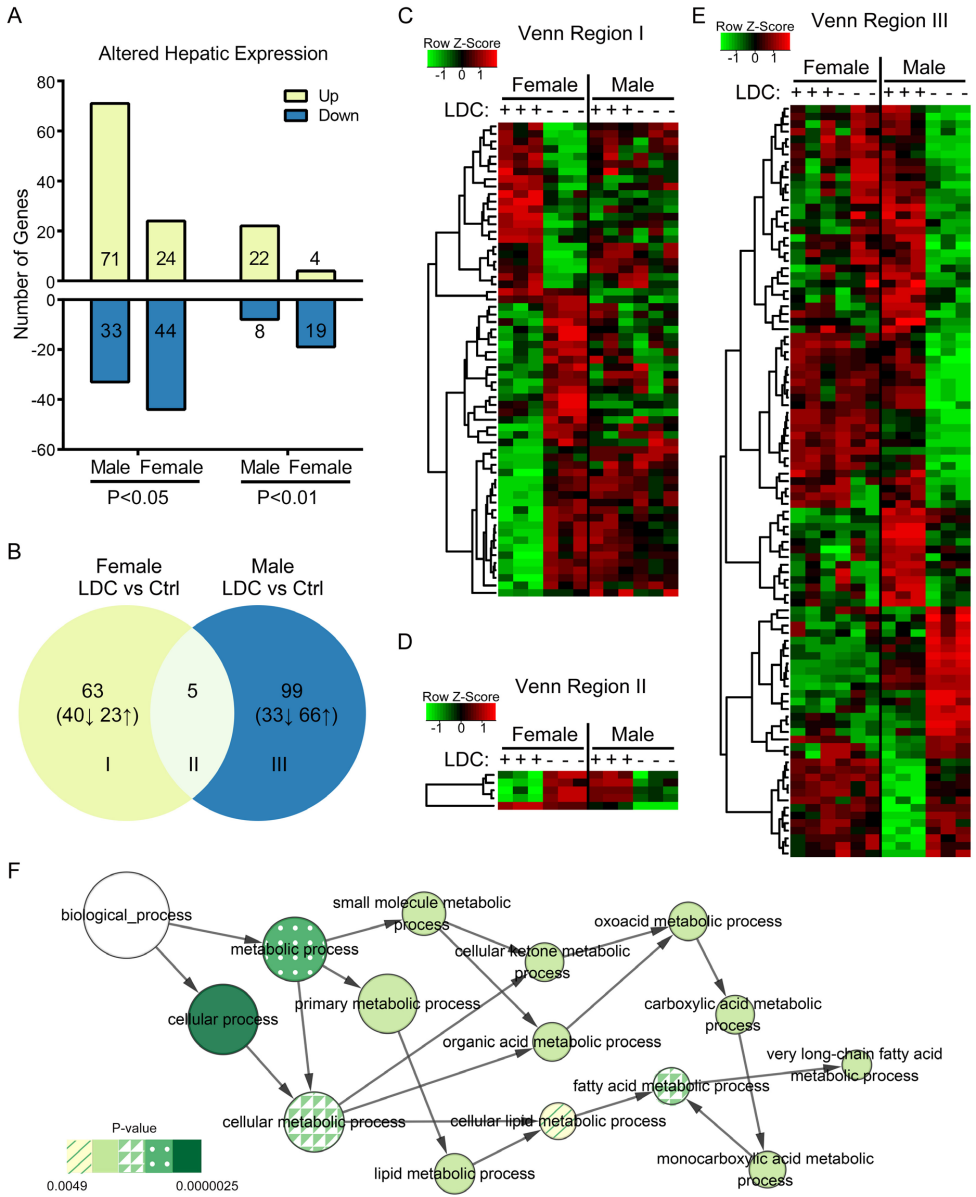
Effect of early-life LDC exposure on hepatic gene expressions. (*A*) Number of LDC-induced differentially expressed hepatic genes (*p* < 0.05 or 0.01, fold change ≥ 2) in male and female mice. (*B*) The differential expression of hepatic genes was comparatively analyzed. A Venn diagram represents the numbers of overlapping genes between two separate pairwise comparisons: male mice [LDC vs. Control (Ctrl)] and female mice (LDC vs. Control). (*C*–*E*) The expression values of genes in Venn regions I–III were shown in heatmaps. (*F*) The lipid metabolism-related biological processes enriched by up-regulated differential genes in LDC male mice were represented in the GO analysis network. Node size shows the number of genes annotated in each GO term and the node color represents the significance of the enrichment.

The differentially expressed gene sets were then analyzed for enrichment in GO biological process annotations. 

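Acot3, a peroxisomal acyl-CoA thioesterase, rose in LDC males from 352 ± 159 (SD, n = 3) to 3357 ± 1272 (SD, n = 3), a log2 fold change of 3.31 (adjusted p = 0.00269 from limma). In females it measured 3917 ± 705 (SD, n = 3) in control and 3733 ± 1480 (SD, n = 3) in LDC mice, a log2 fold change of -0.14 (adjusted p = 0.947 from limma). The related thioesterase gene Acot4 rose in LDC males from 433 ± 75.2 (SD, n = 3) to 1412 ± 327 (SD, n = 3), a log2 fold change of 1.69 (adjusted p = 0.00513 from limma), and its value in females was 0.01 (adjusted p = 0.992). Elovl3, an elongase of very long-chain fatty acids, fell in LDC males from 14825 ± 1498 (SD, n = 3) to 3209.8 ± 1108 (SD, n = 3), a log2 fold change of -2.26 (adjusted p = 0.0436 from limma). The difference between the sexes, male minus female, was 3.45 for Acot3 (adjusted p = 0.0167), 1.68 for Acot4 (adjusted p = 0.0441) and -2.52 for Elovl3 (adjusted p = 0.144). Acot3 also belongs to the list of female-biased and Elovl3 to that of male-biased liver genes. Their calls are therefore not evidence for lipid genes apart from sex-biased ones.

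Of 21 measured targets of PPAR alpha, the nuclear receptor that controls hepatic fatty acid use, Acot3 and Acot4 rose in LDC males and the other 19 did not pass (5 rose when adjusted over the list alone). The median log2 fold change of the list was 0.35, with 16 genes above 0 (0.19 without control male 3), and camera gave an adjusted p of 0.000373. With an estimated correlation the adjusted p of this list was 0.578, and with fry 0.392 for a common direction and 0.000232 for changes in either direction (its mixed test). Fry tests a list against no change and makes no comparison with other genes. In females the median was 0.10 (adjusted p = 0.137), and the list did not pass in the difference between the sexes (adjusted p = 0.0969). Without control female 3 the female list passed (median 0.32, adjusted p = 0.00335), and without control female 1 its median was -0.07. The difference passed without control female 1 (median 0.42, adjusted p = 2.37e-05), LDC female 3 (0.32) or LDC male 2 (0.19), and its median was 0.07 without control female 2. Over all 144 measured genes of the 7 lipid lists together, 2 rose, 1 fell and 141 did not pass in males (11 rose and 3 fell when adjusted over the list alone). In females limma called 0 of the 144, 0 also when adjusted over the list alone, with 10 higher and 6 lower at an unadjusted p under 0.05. The median was 0.03 in males (adjusted p = 0.531) and 0.02 in females (adjusted p = 0.195), and the list did not pass in the difference between the sexes by camera (adjusted p = 0.995). Fry's mixed test gave the 144 genes an adjusted p of 0.00288 in males. Camera passed in males without control male 1 (median 0.08, adjusted p = 0.0402), and in females without control female 2 (0.05, 0.0306) or LDC female 1 (0.06, 0.0288). The median turned to -0.03 in males without control male 3 and to -0.01 in females without control female 1.

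Genes higher at the paper's criterion included 7 of the 144 lipid genes in males, where 3.85 are expected, and 3 in females, where 2.38 are expected. The odds ratios were 1.88 (95% confidence interval 0.735 to 4.01, p = 0.0919 in a one-sided Fisher's exact test) and 1.27 (0.257 to 3.84, p = 0.427). Chosen after their values were seen, the 7 are Abcd2, Acot3, Acot4, Cyp4a14, G0s2, Pdk4 and Scd2, and the 3 are Cidec, Hadh and Thrsp.

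The rise of Acot3 and Acot4 in males passed in each of the 12 fits that left out 1 array but not with eBayes without a trend, and the fall of Elovl3 ended in 9 of the 12 (highest adjusted p = 0.212). Their differences between the sexes ended in 2 of the 12 fits for Acot3, without LDC male 1 or 3 (highest adjusted p = 0.0653), and in 11 for Acot4 (0.145). The male odds ratio was 0.97 without control male 1, 3.10 without LDC male 2 (p = 0.00396 in the same exact test), 3.47 with the filter at the 60th percentile (p = 0.0104), 2.51 with log2(value + 32) (p = 0.0392) and 2.75 with 1 probe set per gene (p = 0.0270).

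**Figure D2:**
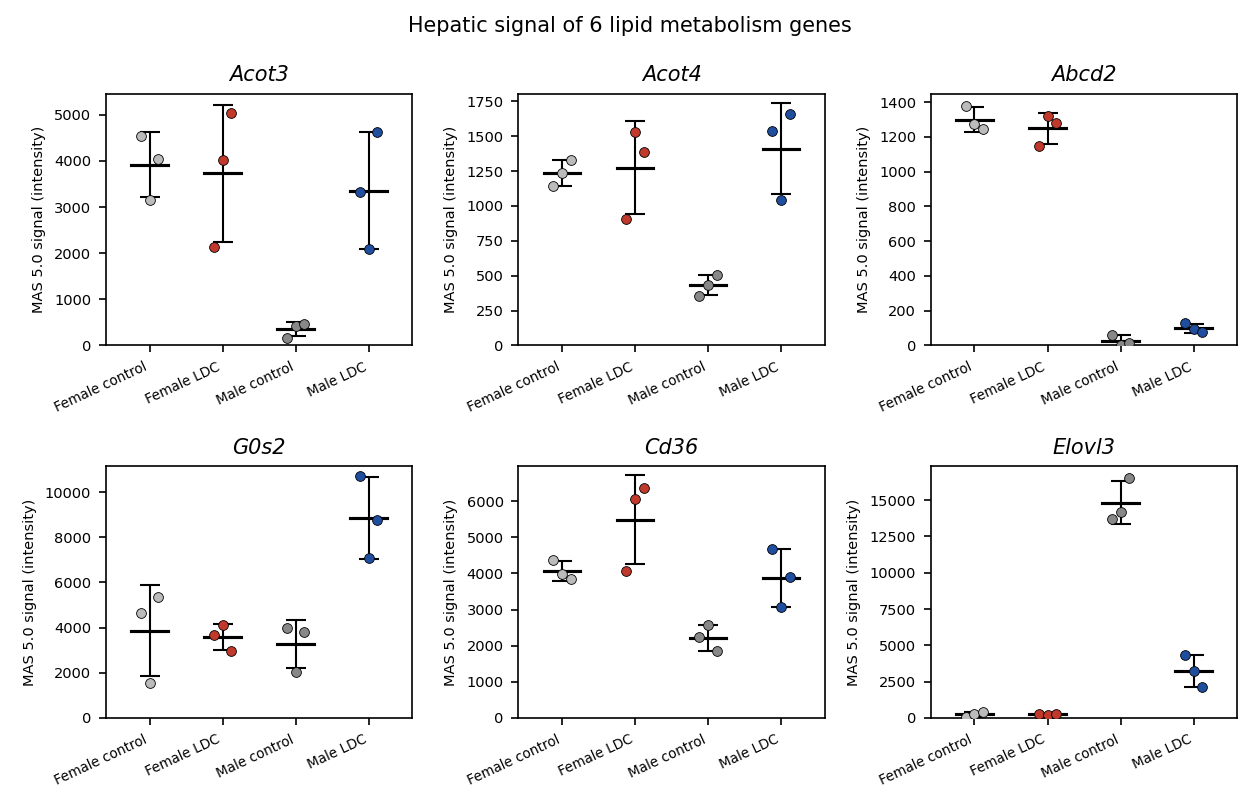
MAS 5.0 signal (y axis) of Acot3, Acot4, Abcd2, G0s2, Cd36 and Elovl3 in the 4 groups (x axis). Points are arrays, 3 per group, bars are means and whiskers are SDs. In males Acot3 averages 352 in control and 3357 in LDC mice, and Elovl3 14825 and 3209.8.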

In male but not female mice, LDC enhanced the expression of genes involved in functions linked to fatty acid and lipid metabolism (Figure 3F; see also Table S1), which is consistent with the phenotypic changes and with the differential effect of LDC on males and females.

### Dynamics of LDC-Induced Adiposity and Microbiota Homeostasis

For detailed pattern of toxicity, time-series studies were conducted to obtain a dynamic view of LDC-mediated phenotype development (Figure 4A). Male LDC mice showed significant fat accumulation beginning at 16 weeks of life, but there was already a trend toward accumulation at 12 weeks (Figure 4B). No significant change of body fat occurred in female LDC mice (Figure 4B).

**Figure 4:**
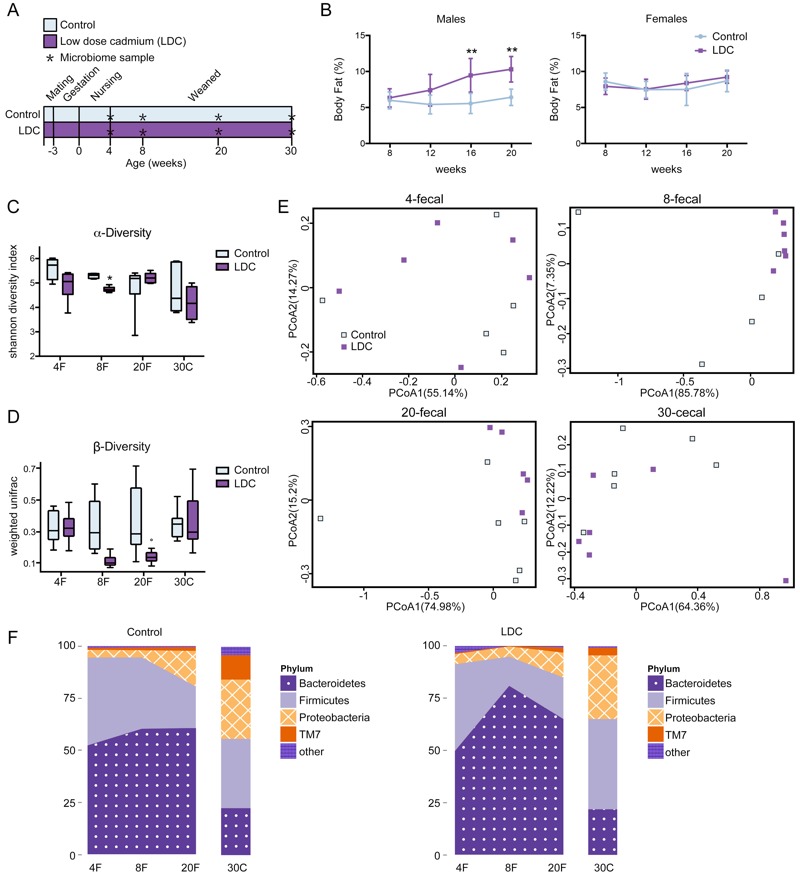
Dynamics of adiposity and microbiota changes after LDC exposure. (*A*) Study design: C57BL/6J mice received LDC (*n *= 6 males and *n *= 5 females) or only water (*n *= 6 males and *n *= 6 females) from fertilization to 30 weeks of age. (*B*) Body fat percentage in male and female mice was measured over time by magnetic resonance spectroscopy (NMR); **p < 0.01 compared with the control group. (*C*-*F*) Fecal specimens at weeks 4, 8, and 20, and the terminal (week 30) cecal specimens from male mice were collected and the intestinal floras were examined by 16S rDNA sequencing. (*C*) Alpha diversity of control and LDC community was analyzed by Shannon diversity index; *p < 0.05 compared with the control group. (*D*) Intragroup β-diversity of control and LDC community was measured by weighted UniFrac distance. (*E*) The plots generated by the weighted UniFrac-based PCoA at each time point. (*F*) LDC affected the relative abundance of predominant bacteria at the phylum level in control and LDC male mice. Note: PCoA1 and PCoA2 are the two dimensions with the most significant differences in the analysis.

The effects of LDC on gut microbiota were determined by 16S rDNA sequence-based analysis of fecal pellets (weeks 4, 8, and 20) and cecal specimens (week 30) in male mice. The alpha diversity of microbial community indicated by the Shannon index was reduced significantly by LDC at 8 weeks of life, and it recovered afterward (Figure 4C). Moreover, compared with control group, microbiota community in mice exposed to LDC exhibited lower intragroup beta diversity from the 8th week until 20th week, which was measured by weighted UniFrac distances (Figure 4D). The weighted UniFrac-based PCoA revealed distinct clusters of microbiota composition in LDC mice at 8 and 20 weeks (Figure 4E). Notably, taxonomic profiling demonstrated that the microbiota pattern of succession in early life was altered by LDC, particularly at 8 weeks (Figure 4F). These results suggest that the first 8 weeks is likely to be a critical window for gut microbiota development and that a disturbance in this period could contribute to the adiposity that occurs later.

### Alteration of Gut Microbiota Composition at 8 Weeks

We further assessed the LDC-induced alterations in microbiota composition at 8 weeks. To explore the specific bacterial taxa associated with early LDC exposure, a LEfSe comparison of the gut microbiota between control and LDC communities was performed. The structure and predominant bacteria of microbiota in control and LDC male mice (week 8) was represented in a cladogram (Figure 5A). The greatest difference in taxa from phylum to genus level was identified via LDA score (Figure 5B). Most of the specific taxa fell in two most dominant phyla, Bacteroidetes and Firmicutes. At the phylum level, the abundance of Bacteroidetes was increased and Firmicutes was diminished by LDC (Figure 5C). At the genus level, LDC exposure in male mice significantly decreased the levels of *Bifidobacterium* and *Prevotella*, which utilize carbohydrates, especially plant-derived oligosaccharides and polysaccharides (Figure 5D). A bacterium that can absorb and accumulate cadmium, *Sphingomonas*, was more abundant in LDC mice (Figure 5D). Notably, the LDC-induced alteration of gut microbiota composition at 8 weeks was unique to male mice; no corresponding changes were evident in 8-week female LDC mice (see Figure S2A–C). These results further explain the sex dependence of LDC-induced fat accumulation.

**Figure 5:**
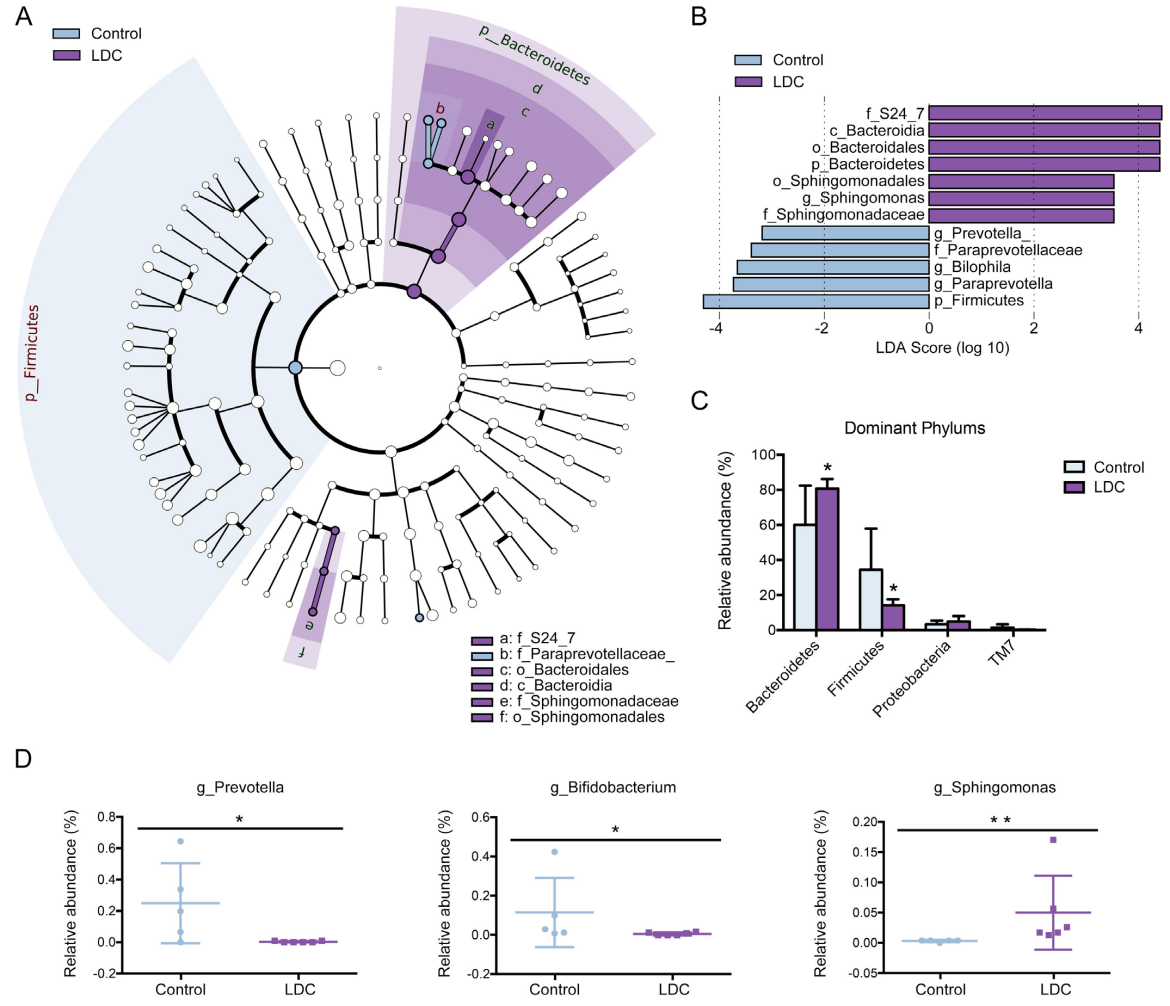
Characteristics of microbial community composition in 8-week male mice. (*A*) The enriched taxa in control and LDC 8-week fecal microbiota were represented in Cladogram. The central point represents the root of the tree (Bacteria), and each ring represents the next lower taxonomic level (phylum to genus: p, phylum; c, class; o, order; f, family; g, genus). The diameter of each circle represents the relative abundance of the taxon. (*B*) The most differentially abundant taxa between control and LDC groups were identified through the LDA score which was generated from LEfSe analysis. (*C*) Relative abundance of dominant phyla was compared between control and LDC groups; *p < 0.05 significantly different by Mann–Whitney *U* test. (*D*) Relative abundance at the bacterial genus level between control and LDC groups was compared; *p < 0.05, **p < 0.01 significantly different by Mann–Whitney *U* test.

### Essentiality of Gut Microbiota in Fat Accumulation

To determine the causality of altered microbiota, we transferred fecal microbiota from male control or LDC mice to the age-matched male recipient mice (not exposed to cadmium) (Figure 6A). The mass (g) and proportion (%) of body fat in LDC-microbiota recipient mice were increased compared with that in control-recipients; no significant changes were detected in lean and total mass (Figure 6B–E) These results indicate that the host metabolic changes are driven by the LDC-altered microbiota.

**Figure 6:**
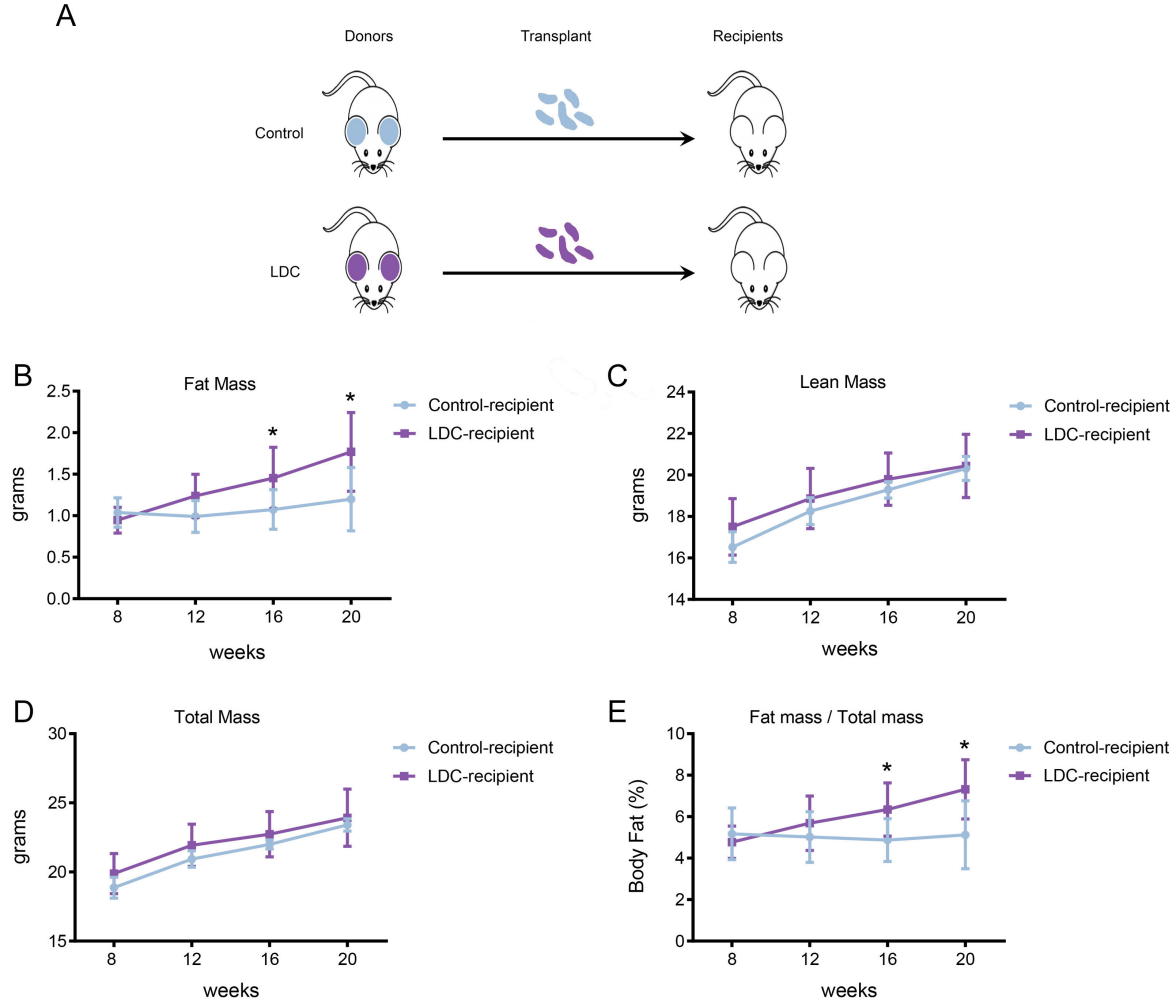
Effect of microbiota transplant on body compositions. (*A*) Study design: 3-week-old control or LDC male mice (control, *n *= 8; LDC, *n *= 10) were used as donors. The fecal contents were collected, pooled, and transferred to age-matched male recipient mice (*n *= 8 for each group) by oral gavage twice a week. No recipient mice received LDC during the experiment. (*B*–*D*) Body composition in the control- and LDC-microbiota recipient mice was measured by NMR at 8, 12, 16, and 20 weeks of age. *p < 0.05 compared with the control-recipient group. (*E*) Body fat percentage in control- and LDC-microbiota recipient mice was measured over time. *p < 0.05 compared with the control-recipient group.

Moreover, we treated male control and LDC mice with a Gram-negative targeting broad-spectrum antibiotics regimen (ciprofloxacin and metronidazole) after weaning (see Figure S3A). Notably, after antibiotic treatment, the elevation of body fat in LDC mice compared with controls was abolished. Both the fat mass and the percentage of fat were decreased in LDC mice, even though the lean and total mass were reduced (see Figure S3B–E). Taken together, these findings suggest that LDC-induced fat accumulation is mediated by the alterations of commensal microbiota.

## Discussion

In this study, a mouse model developed for early-life exposure to LDC showed that LDC exposure from the very beginning of life led to increased adiposity in male but not female mice. In liver tissues, LDC also elevated the expressions of genes related to fatty acid and lipid metabolism. 

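The lipid genes named in this paragraph were brighter in LDC males without passing the adjusted test. In the list of triglyceride synthesis and lipid droplets, 15 of 27 genes lay above 0 there and 12 below. G0s2, an inhibitor of adipose triglyceride lipase, went from 3278 ± 1077 (SD, n = 3) to 8848 ± 1822 (SD, n = 3), a log2 fold change of 1.47 (adjusted p = 0.141 from limma). Cd36, a fatty acid receptor, went from 2218 ± 359 (SD, n = 3) to 3880.1 ± 796 (SD, n = 3), a log2 fold change of 0.80 (adjusted p = 0.102 from limma). The log2 fold changes were 0.90 (adjusted p = 0.113) for the acyltransferase Gpat3, 0.39 (adjusted p = 0.157) for Dgat2, which makes triglyceride from diglyceride, and 0.71 (adjusted p = 0.0760) for the desaturase Fads2. Abcd2, a peroxisomal transporter of very long-chain fatty acids, had a log2 fold change of 3.33 (adjusted p = 0.164). Its signals were 24.7 ± 32.3 (SD, n = 3) in control and 99.4 ± 25.6 (SD, n = 3) in LDC males. The control mean lies under the 48.6 of the filter, so the size of this change is uncertain.

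Of 27 genes of triglyceride synthesis and lipid droplets, limma called 0 in LDC males, with 6 higher and 3 lower at an unadjusted p under 0.05 and 5 that rose when adjusted over the list alone. The median of that list was 0.03 (adjusted p = 0.396 by camera, and 1.71e-05 in fry's mixed test). In fatty acid synthesis, Elovl3 fell and 22 genes did not pass (1 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.703). Of 21 genes of very long-chain fatty acid metabolism, Acot3 and Acot4 rose, Elovl3 fell and 18 did not pass (3 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.730, fry's mixed test 7.67e-06). Limma called 0 of 27 genes of fatty acid oxidation, 0 of 20 of cholesterol synthesis and 0 of 23 of lipoproteins and lipid transport in LDC males. At an unadjusted p under 0.05, these lists had 1 gene higher and 2 lower, 0 higher and 1 lower, and 1 higher and 1 lower (0, 0 and 2 when adjusted over the list alone). Camera gave them adjusted p-values of 0.730, 0.811 and 0.811. For cholesterol synthesis the lowest adjusted p over the 12 fits that left out 1 array was 0.00267. Its median was -0.17 without control male 3 and 0.14 without control male 1.

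In LDC females, 21 of the 27 fatty acid oxidation genes lay above 0, with a median of 0.15 (camera adjusted p = 0.000315), and 16 of the 20 cholesterol synthesis genes lay below 0, with a median of -0.27 (camera adjusted p = 0.00412). The adjusted p was 0.643 for each of these lists with an estimated correlation. Camera did not call fatty acid synthesis (adjusted p = 0.201), very long-chain fatty acid metabolism (0.423), triglyceride synthesis (0.211) or lipoproteins (0.824) in females. Fatty acid synthesis passed there in 1 of the 12 fits that left out 1 array (lowest adjusted p = 0.00594). The oxidation call ended without control female 1 (adjusted p = 0.837), and the cholesterol call without control female 2 or LDC female 1 (highest adjusted p = 0.203).

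The paper selected the genes at its criterion in LDC males, found terms of fatty acid and lipid metabolism among the Gene Ontology processes enriched in those that were higher (Fig. 3F), and did not find this in females. It sets this beside the higher plasma lipids, liver triglyceride and body fat of LDC males, and its summary states that cadmium causes a disorder of hepatic lipid metabolism that depends on sex.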

Early life is critical for gut microbiota development. LDC-induced alterations of gut microbiota in early stages of life could lead to accumulation of fat in adults, even if the bacterial dysbiosis was recovered later.

Previous toxicity studies of cadmium have focused on kidney and bone damage, and epidemiologic evidences have linked low-level cadmium exposure with adverse effects including diabetes, hypertension, peripheral artery disease, and cancers (Adams et al. 2014; Edwards and Ackerman 2016; Eum et al. 2008; Julin et al. 2012; Navas-Acien et al. 2005; Romano et al. 2015). However, in functional studies based on animal models, the dosage of cadmium was much higher than the mean intake of populations (Du et al. 2015; L Liu et al. 2015; Y Liu et al. 2014). In this work, we used 100 nM cadmium in drinking water, which is equivalent ~ 2.5 μg/kg BW per week and closely corresponds to the TWI and the mean intake by humans. Such low dose of cadmium was still found to modulate body composition, hepatic gene expression, and intestinal microbiota, implying a possible universal impact.

The timing of LDC exposure relates to its toxicological effects. It is known that cadmium is embryotoxic and teratogenic (del C Díaz et al. 2014), which is confirmed by our results that maternal cadmium exposure (100 nM in drinking water) during pregnancy affected embryo development by reducing the birth size. During lactation, cadmium obtained through breast milk can disturb development of infants (Cherkani-Hassani et al. 2016; Halder et al. 2016). However, the correlation between early-life exposure and the adult phenotypes is limited. We for the first time observed that early life is the critical window for LDC exposure that results in metabolic consequences. LDC-m mice showed a significant increase in adiposity at 12–16 weeks of age, whereas post-weaning exposure caused no appreciable metabolic changes even at 20 weeks.

Disruption of microbiota in early life affects long-term metabolic programming (Cox et al. 2014; Rodríguez et al. 2015). The present study highlights the possibility that early onset LDC-induced gut microbiota alterations or dysbiosis contributes to metabolic abnormalities in adults. The diversity reduction and compositional changes of microbial communities occurred at 8 weeks of age, prior to fat accumulation (week 12–16), suggesting that alteration of microbiota is an upstream event that drives the later metabolic effects. The causality of intestinal bacteria was further validated by fecal microbiota transplant and simulated germ-free mice experiments. Besides, the key microbiota characteristics in LDC mice were identified. First, LDC exposure was associated with reduced microbiota abundance and taxonomic diversity in male mice, which is considered to be involved in obesity-related metabolic pathways. Second, LDC-induced disruption of microbiota homeostasis in male mice occurred most prominently at 8 weeks of life. The microbiota generally recovered later but the fat accumulation persisted. Third, compositional differences of microbiota also contributed to LDC-induced adiposity. *Prevotella* and a probiotic bacterium, *Bifidobacteria*, were diminished; these changes are similar to those in obese individuals (Cani et al. 2008; Cox et al. 2014).

The findings indicate that LDC reduces the diversity of the gut microbiota, particularly decreases early-life protective bacterial populations, and subsequently resets the metabolic programming throughout the life. Perturbations of intestinal microbiota may be a mechanism by which cadmium exposure leads to human metabolic diseases. Future studies are needed to confirm the role of cadmium-induced changes in bacteria and its metabolites in humans, and to identify particular species and strains that are targeted by cadmium exposure. Solving these issues could lead to development of probiotics strategies for eliminating the health hazards of cadmium pollution.

LDC induced phenotypic development with notable sex differences. Early exposure of LDC caused adiposity only in male mice, which is consistent with sex-dependent correlation found in epidemiological studies (Hyder et al. 2013; Lee and Kim 2013). Although cadmium disrupts the endocrine system by targeting the estrogen pathway (Fechner et al. 2011), male animals have been generally chosen for metabolic studies related to cadmium exposure (Go et al. 2014, 2015). Thus, the sex dependence of cadmium toxicity is less investigated. Multiple factors may contribute to this sex difference. It is reported that cadmium exposure during pregnancy could alter fetal DNA methylation in a sex-specific manner (Kippler et al. 2013). 

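The log2 fold changes of LDC in males and in females correlated at r = -0.0387 (Spearman's rho = -0.0305) across the 27022 probe sets, which are not independent replicates. All 24 measured genes of the interferon response and antigen presentation had a higher effect in males than in females, with a median difference of 1.00 on the log2 scale (adjusted p = 6.94e-09 by camera, and adjusted p = 0.408 with an estimated correlation). All 13 markers of macrophages and Kupffer cells, the resident macrophages of the liver, did so too, with a median difference of 1.53 (adjusted p = 2.09e-06, and 0.543 with an estimated correlation). Limma called 0 single genes of these lists in the difference, 0 also when adjusted over the list alone, with 14 and 8 higher at an unadjusted p under 0.05. The list of male-biased liver genes had a median difference of -0.72, and 12 of 14 lay below 0 (adjusted p = 0.0202, and 0.408 with an estimated correlation).

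Camera called 8 of the 30 lists in the difference between the sexes, 4 with higher and 4 with lower effects in males, and 0 with an estimated correlation, where the smallest adjusted p was 0.285 and 2 lists had an unadjusted p under 0.05. Rotation tests by fry called 0 lists for a common direction (smallest adjusted p = 0.0745) and 9 for changes in either direction, among them very long-chain fatty acid metabolism (0.000312) and the metal and oxidative stress response (5.76e-08). At an adjusted p under 0.05, limma found 969 probe sets higher and 1119 lower in control males than in control females. With each array centred on its median, these counts were 663 and 1306.

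The correlation was -0.0128 without control female 1, -0.0275 without LDC female 3, -0.00592 with no filter, -0.0163 with the filter at the 20th percentile, -0.0616 with that at the 60th and -0.0756 with 1 probe set per gene. The median difference of the interferon list was 0.63 without control female 1, and that of the macrophage list 0.83 without LDC female 3. The call of the male-biased list ended without control female 1 (median -0.37), control male 2 (-0.67) or LDC male 3 (-0.29), with a highest adjusted p of 0.0937.

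**Figure D3:**
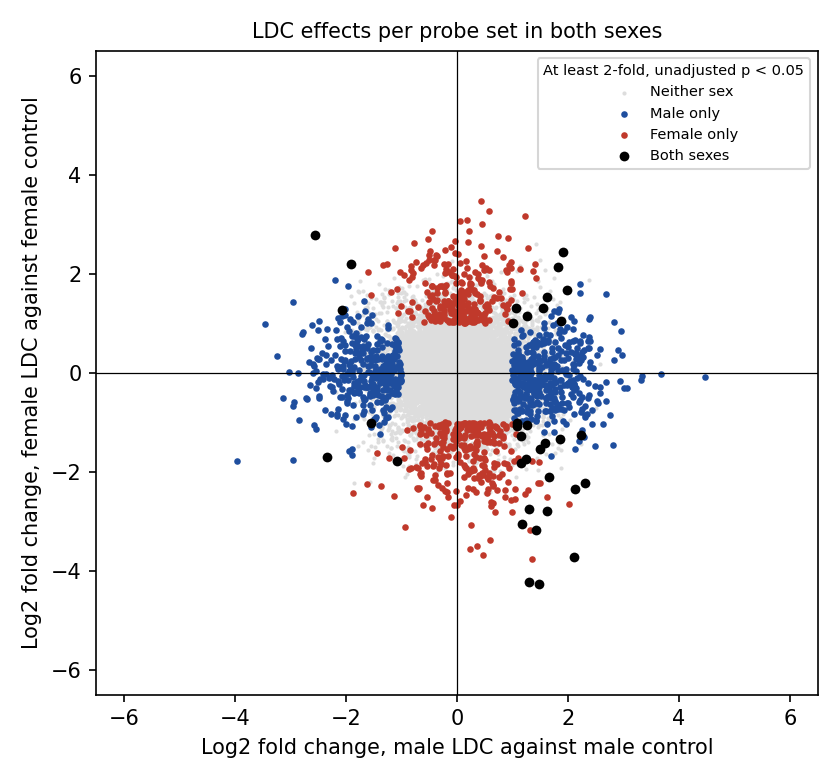
Log2 fold change of LDC against control in females (y axis) and in males (x axis) for each of the 27022 probe sets tested. Points are probe sets, coloured by the sex in which they met the paper's criterion of at least 2-fold and an unadjusted p under 0.05. The correlation across probe sets is weak and negative (r = -0.0387).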

In our study, the changes of hepatic gene expression profiles totally differ between cadmium-exposed male and female mice. Only one common gene variation was found in male and female LDC mice. 

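In the mean effect of LDC over both sexes, limma called 12 probe sets at an adjusted p under 0.05, 5 higher and 7 lower. Hhex, a homeobox gene of liver development, fell with a mean log2 fold change of -1.28 (standard error 0.17, adjusted p = 0.0191). Its effects were -1.55 (adjusted p = 0.0153) in males and -1.01 (adjusted p = 0.148) in females. Slc41a2 fell in the mean of both sexes by 1.13 (adjusted p = 0.0191), and Slco2a1, a prostaglandin transporter gene, by 0.45 (adjusted p = 0.0464). Efna1, which encodes ephrin A1, rose with a mean log2 fold change of 0.80 (adjusted p = 0.0284), through a probe set that is not its brightest. Car3, a carbonic anhydrase gene, rose by 1.90 (adjusted p = 0.0284) through a probe set at 97.0 ± 54.8 (SD, n = 3) in control males, while its brightest probe set stood at 0.04 (adjusted p = 0.904).

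The 19 genes that met the paper's criterion in both sexes in the same direction comprised 15 higher and 4 lower in LDC mice, where independent lists would give 5.67 and 4.56. Both sexes passed through the same probe set for 8 of the 15 and 3 of the 4. Sesn2, a stress-induced regulator of growth signalling, had log2 fold changes of 1.63 (adjusted p = 0.229) in males and 1.53 (adjusted p = 0.322) in females. Nr0b2, the nuclear receptor that represses bile acid synthesis, had values of 1.26 (adjusted p = 0.376) and 1.15 (adjusted p = 0.492). For Usp2, a deubiquitinase under clock control, they were 1.07 (adjusted p = 0.479) and 1.30 (adjusted p = 0.442).

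The genes at the criterion in both sexes in the same direction comprised 12 higher and 12 lower without LDC female 1. They were 12 and 11 without LDC male 2, 8 and 5 without LDC female 2, and 22 and 3 without control male 1. The number of probe sets called in the mean effect ran from 0 without LDC female 3 or without control male 2 to 39 without control female 2, and it was 2 with eBayes without a trend. The call ended in 3 of the 12 fits that left out 1 array for Hhex (highest adjusted p = 0.0831), 4 for Slc41a2 (0.0831), 6 for Car3 (0.107), 7 for Efna1 (0.0934) and 10 for Slco2a1 (0.180).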

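Jchain, which joins IgM and IgA molecules, fell in LDC females from 2399 ± 1009 (SD, n = 3) to 449.6 ± 133 (SD, n = 3), a log2 fold change of -2.36 (adjusted p = 0.0026 from limma). Ighm, the heavy chain of IgM, went from 5035 ± 2832 (SD, n = 3) to 479.6 ± 412 (SD, n = 3), a log2 fold change of -3.57 (adjusted p = 0.00347 from limma), and Igkv8-30, a light chain gene, fell by 3.05 (adjusted p = 0.00105). Of 10 measured lymphocyte markers, Jchain and Ighm fell and 8 did not pass (2 fell when adjusted over the list alone), with a median of -0.60 (camera adjusted p = 0.000419, and adjusted p = 0.229 with an estimated correlation). Of 22 acute phase genes, which hepatocytes express in inflammation, 21 lay below 0 in LDC females, with a median of -0.57 (camera adjusted p = 1.45e-11, and adjusted p = 0.162 with an estimated correlation). Itih3 fell with a log2 fold change of -0.56 (adjusted p = 0.0282), and 21 did not pass (10 fell when adjusted over the list alone). Signals of the acute phase gene Lcn2 were uneven in the control females, at 10656, 2548 and 15752 on arrays 1, 2 and 3, and at 1883, 1145 and 609 in the LDC females.

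All 24 interferon response genes lay below 0 in LDC females, with a median of -0.61 (camera adjusted p = 4.03e-06), as did all 13 macrophage markers, with a median of -0.86 (9.03e-05). With an estimated correlation the adjusted p was 0.634 and 0.643. Limma called 0 genes of either list, over all probe sets or adjusted over the list alone, and 3 and 2 were lower at an unadjusted p under 0.05. In LDC males the medians of these lists were 0.50 (camera adjusted p = 0.00026) and 0.70 (0.00149), with an adjusted p of 0.945 for each with an estimated correlation, and limma called 0 of their genes, with 1 of each higher at an unadjusted p under 0.05. Acute phase genes had a median of -0.05 (adjusted p = 0.841) and lymphocyte markers one of 0.32 (adjusted p = 0.531) in males. The median differences between the sexes were 0.35 for acute phase genes (adjusted p = 1.49e-05) and 1.02 for lymphocyte markers (0.0037), and each had an adjusted p of 0.408 with an estimated correlation.

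Of 18 genes of the unfolded protein and amino acid stress response, 15 lay above 0 in LDC females, with a median of 0.49 (camera adjusted p = 2.01e-06, and adjusted p = 0.135 with an estimated correlation). Dnajb9, a chaperone of the endoplasmic reticulum, rose from 4199 ± 342 (SD, n = 3) to 8859.7 ± 2352 (SD, n = 3), a log2 fold change of 1.05 (adjusted p = 0.0221 from limma), and 17 genes did not pass (7 rose and 1 fell when adjusted over the list alone). The list had a median of -0.18 (adjusted p = 0.456) in males and a difference of -0.54 between the sexes (adjusted p = 3.56e-05, and 0.285 with an estimated correlation). Of 22 xenobiotic metabolism genes, 18 lay above 0 in LDC females, with a median of 0.16 (camera adjusted p = 0.000142, and adjusted p = 0.278 with an estimated correlation). Limma called 0 of them, with 5 higher at an unadjusted p under 0.05 (4 rose when adjusted over the list alone). Their median was 0.25 without control female 2. In males their median was 0.01 (adjusted p = 0.730), with 5 higher and 3 lower at an unadjusted p under 0.05. There 3 rose and 2 fell when adjusted over the list alone, and fry's mixed test gave an adjusted p of 0.00528. Of 29 genes of the metal and oxidative stress response, Mt1 and Mt2 fell in LDC females and 27 did not pass (6 rose and 4 fell when adjusted over the list alone, camera adjusted p = 0.986, fry's mixed test 2.31e-06). In males Slc30a10 fell and 28 did not pass (2 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.811). Of 112 genes of ion channels and transporters, limma called 0 in females, with 5 higher and 4 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone (camera adjusted p = 0.986). In males Slc30a10 fell and 111 did not pass (1 fell when adjusted over the list alone, camera adjusted p = 0.811). The list lacks Slc41a2, which fell in LDC females.

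Without control female 1 the median of the interferon list in females was -0.16 (adjusted p = 0.144) and that of the lymphocyte list -0.25, and without LDC female 3 the median of the macrophage list was -0.09 (adjusted p = 0.489) and the difference for the lymphocyte list 0.55. Without control female 3 the median of the acute phase list in females was -0.37 and its difference between the sexes 0.24. The calls of Dnajb9 and Itih3 ended in 4 and 6 of the 12 fits that left out 1 array (highest adjusted p = 0.0806 and 0.180).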

GO-based functional analysis showed that the enriched processes were concentrated mainly in fatty acid metabolism and organic development in male mice; in contrast, pathways related to external stimuli reaction, immunity, and ion were influenced in female mice. Further, consistent with the metabolic variation, gut microbiota in male and female hosts responded differently to LDC exposure. Obesity-related bacteria in males were more sensitive to LDC. In sum, these findings demonstrated the sex differences in cadmium toxicity and provided possible explanations for these effects.

## Conclusions

In summary, an environmental dose of cadmium during early development causes, in a sex-dependent manner, changes of gut microbiota, a disorder in hepatic lipid metabolism, and accumulation of fat in adults. The alteration of gut microbiota is a novel mechanism by which cadmium exposure can lead to metabolic consequences. Moreover, modulation of gut microbiota could serve as a potential intervention to protect against the chronic effects of cadmium toxicity.

## Supplemental Material

(323 KB) PDF Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

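RNA from livers of mice at 30 weeks of age was measured on 12 Affymetrix mouse genome arrays, 3 each for control females, LDC females, control males and LDC males. The labels call the arrays of a group biological replicates. The deposited table holds 1 signal intensity per probe set and array, which the authors computed with the MAS 5.0 algorithm in GeneSpring 12.6.1 (MAS5 in the processing notes), on a linear scale and without detection calls. The mean of each array after trimming 2% at each end was checked and is 500.0. Every array was mapped to its group by its label, and 0 value columns were left without one.

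Of the 45101 probe sets, 64 are control probe sets and were left out. Gene symbols came from the probe table of the platform (annotation of 2016), updated through the gene ID for 34754 probe sets to the symbols of a gene table of mouse assembly GRCm38.p6. No coordinates were used. This gave 1 gene for 34958 probe sets, several genes for 932 and none for 9211, the controls included, and 18194 genes in all. Genes without a named probe set were not analysed here.

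Intensities were log2 transformed without further scaling. Probe sets whose mean over the 12 arrays lay at or above the 40th percentile (log2 signal 5.60) were tested, 27022 in all, of which 22744 name 1 gene, 634 several and 3644 none. limma 3.58.1 in R 4.3.3 fitted 1 mean per group with 8 residual degrees of freedom, and eBayes with an intensity trend moderated the variances (6.35 prior degrees of freedom). The contrasts were LDC against control in males and in females, the difference between these effects (male minus female), their mean, and control males against control females. P-values were adjusted over the 27022 probe sets by Benjamini and Hochberg, and calls were made at an adjusted p under 0.05. The paper's criterion, at least 2-fold and an unadjusted p under 0.05 (0.01 in its stricter form), was applied to the same fits and counted as genes, leaving out genes with probe sets in both directions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

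The 30 gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 30 lists in each contrast, and in addition with a correlation estimated from the data and with fry, both for a common direction and for changes in either direction (its mixed test). Camera compares a list with the other genes, and fry tests it against no change. They cover fatty acid synthesis, fatty acid oxidation, PPAR alpha targets, very long-chain fatty acid metabolism, triglyceride synthesis and lipid droplets, cholesterol synthesis, lipoproteins and lipid transport, the union of these lipid lists, bile acid synthesis and transport, metal and oxidative stress, unfolded protein and amino acid stress, and xenobiotic metabolism. Further lists cover male-biased and female-biased liver genes, sex chromosome genes, the circadian clock, interferon response and antigen presentation, the acute phase response, gluconeogenesis and glycolysis, immediate early genes, cell proliferation, and ion channels and transporters. The remaining lists hold markers of macrophages and Kupffer cells, lymphocytes, endothelial cells, stellate cells and fibroblasts, bile duct cells, adipocytes, pancreatic acinar cells and red blood cells. They were written from general knowledge of these genes, since no Gene Ontology annotation was at hand, so the paper's enrichment analysis was not repeated. Each gene of a list was given by its probe set with the highest mean signal. Enrichment of lipid genes among genes higher at the criterion was tested with a one-sided Fisher's exact test, and the overlap of the sexes with a two-sided one, over the 12820 named genes tested. Both tests treat genes as independent.

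The genes named were chosen by a rule. In each sex it takes the 10 higher and the 10 lower genes with the smallest unadjusted p among those at the criterion whose 3 LDC arrays all lie on one side of the 3 control arrays. It adds every gene at the criterion in both sexes, up to 4 members of each described list with the smallest p and any at an adjusted p under 0.05, and the 5 smallest p in each direction for the difference and for the mean effect. Mt1, Mt2, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty complete it. A gene is given by its probe set with the highest mean, except that a gene called through another probe set is given by that one, with the first beside it.

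The alternatives were no filter, a filter at the 20th or 60th percentile, quantile normalization, median centring, log2(value + 32), each sex fitted on its own 6 arrays, 1 probe set per gene, eBayes without a trend, arrayWeights, the t-test that the methods name for body composition, a block for the replicate number, and leaving out each of the 12 arrays. Where 2 arrays were left in a group, limma pooled the spread over all groups. The procedure was tested on simulated data with known changes and with none.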

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

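The tests of the acute phase and metallothionein parts without single control females, of Xist in the LDC males and of the 2 arms of the clock were chosen after the results were seen. Genes and lists given with a difference between the sexes, male minus female on the log2 scale, are here because limma's interaction contrast, or camera at its preset correlation on that contrast, passed for them. With an estimated correlation camera called 0 of the 30 lists in that contrast (smallest adjusted p = 0.285, 2 lists at an unadjusted p under 0.05). Medians said to be of 1 sex are effects within that sex. The clock list and the female-biased list did not pass in the difference (adjusted p = 0.836 for each) and are weighed for their effects within a sex. Groups of 3 arrays are too small to test within a group for an array far from the others. Single arrays are weighed below by leaving out 1 at a time. Effects of a shared litter or cage were not tested and stay open for each result below, since neither is given.

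Lists of immune and acute phase genes had medians below 0 in LDC females, and Mt1 and Mt2 fell there, while limma called 0 of 24 interferon, 0 of 13 macrophage, 1 of 22 acute phase and 2 of 10 lymphocyte genes in females (3, 2, 12 and 3 lower at an unadjusted p under 0.05). The median differences between the sexes were 1.00 for interferon response and antigen presentation, 1.53 for macrophage and Kupffer cell markers, 1.02 for lymphocyte markers and 0.35 for the acute phase response. With an estimated correlation their adjusted p was 0.408, 0.543, 0.408 and 0.408. The genes were Mt1 (3.55), Mt2 (5.53), S100a8 (4.60), S100a9 (4.05), Lcn2 (4.41), Ngp (2.99), Prtn3 (5.75), Vsir (4.54), Jchain (3.08), Igha (3.23), Ighm (3.81), Igk (2.14), Igkv8-30 (4.23) and Iglv1 (3.76). The sizes for Prtn3 and Vsir are uncertain, since their LDC female signals lie under the 48.6 of the filter.

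A single control female that stands apart stays open as a cause of the lymphocyte and interferon parts within females. Their medians there were -0.25 and -0.16 without control female 1. The differences between the sexes for these lists still passed camera at its preset correlation in each of the 12 fits that left out 1 array. The lowest median difference was 0.63 for the interferon list (highest adjusted p = 2.54e-06) and 0.55 for the lymphocyte list (0.0350). Within females the lymphocyte list also passed camera at its preset correlation in each of these fits (highest adjusted p = 0.0187). With an estimated correlation on all 12 arrays it did not (adjusted p = 0.229). The fall of Jchain was larger without control female 1 (-2.72). That array had the lowest control signals for the called lymphocyte genes Jchain and Ighm, so it does not explain their fall. The macrophage median in females was -0.09 without LDC female 3 (adjusted p = 0.489), while the difference between the sexes still passed (0.83, and in each of the 12 fits a highest adjusted p of 9.47e-05). A single control female is argued against for the acute phase part and for the metallothioneins. The acute phase median nearest 0 over the fits without 1 control female was -0.37, without control female 3. For the metallothioneins the value nearest 0 was -2.40. These fits leave out 1 array at a time, so control females 1 and 3 standing apart together were not tested. Without control female 2 the medians in females were -0.58 for the acute phase and -0.84 for the lymphocyte list. They were -0.95 for the interferon and -1.26 for the macrophage list. More immune cells in the control livers cannot alone explain lower acute phase genes, which hepatocytes express (median -0.57). Inflammation or infection in the control females was not tested and stays open. That the exposure itself lowered these genes in females may also hold, as a hypothesis.

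In LDC males the list of female-biased liver genes had a median of 0.60 and that of male-biased ones a median of -0.43, with 1 of 20 and 1 of 14 genes called. The male-biased list differed between the sexes by -0.72 (adjusted p = 0.0202, and 0.408 with an estimated correlation). The female-biased list had a median of 0.31 in LDC females too, and of 0.20 there without control female 1. Female RNA in the LDC male samples is argued against, since Xist reached at most 0.781% of the control female mean there (0.724% in control males), where the list moved 3.71% of the way to the control female level. A single male standing apart is argued against for the effects within males at camera's preset correlation. The largest unadjusted camera p over both lists was 0.00559 without any 1 LDC male and 0.00122 without any 1 control male. Over the 12 fits that left out 1 array the highest adjusted p was 0.0178 for the female-biased and 0.0279 for the male-biased list. The difference of the male-biased list is less stable, at -0.29 without LDC male 3, and its call ended in 3 of the 12 fits that left out 1 array (highest adjusted p = 0.0937). With an estimated correlation neither list passed in males (adjusted p = 0.301). An effect of the exposure itself on these genes was not tested apart and stays open.

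The clock list had medians of 0.44 in LDC males and 0.45 in LDC females. Camera called the list in each sex at its preset correlation, and these calls were lost with an estimated correlation (adjusted p = 0.491 and 0.162). Limma called 1 of its 17 genes in males, Cry1, and 0 in females (7 at an unadjusted p under 0.05), each by its brightest probe set. Clock, of the second arm, fell in males by 1.09 (adjusted p = 0.0400) through another probe set. Nr1d1, chosen after its values were seen, stood at -1.02 in males and 2.03 in females. Livers taken at another time of day could produce such medians. Such a shift would move the 2 arms of the clock apart. The medians of the first arm, 10 genes, were 0.48 in males and 1.22 in females, and those of the second, 4 genes, 0.20 and 0.07, so the arms differed by 0.28 in males and 1.15 in females. The bound set for this test, the same sign of both arms, was met, but 2 of the 4 genes of the second arm lay above 0 and 2 below in each sex, so their median decides nothing and this reading was adopted after the result was seen. Signals were also uneven within groups for Per3 of the first arm, chosen after its values were seen. It measured 593, 203 and 101 on control females 1, 2 and 3, and 301, 885 and 606 on the LDC females. In males it measured 477, 459 and 123 in controls and 789, 1080 and 1187 in LDC mice. Collection times are not given in the sources used here, so their spread within a group was not tested. A direct effect of the exposure stays open as well.

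The remaining differences were not weighed, except that Acot3 is the called gene of the female-biased list above. Acot3 (3.45), Acot4 (1.68), Slc16a5 (2.86), Esr1 (1.27), Gda (1.26) and Nmrk1 (1.14) had higher effects in males. Cyp17a1 (-2.13), Slc30a10 (-1.70), Tubb4b (-1.54), Pik3r1 (-1.41), Ethe1 (-1.20), Tuba4a (-1.16) and Mrpl34 (-0.93) had lower effects in males. So did the lists of bile acid synthesis and transport (median -0.12), unfolded protein and amino acid stress response (-0.54) and red blood cell markers (-0.86), with an adjusted p of 0.760, 0.285 and 0.408 with an estimated correlation. The bile acid call ended in 4 and the red blood cell call in 2 of the 12 fits that left out 1 array (highest adjusted p = 0.185 and 0.0744).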

How the results depend on the processing

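None of the alternatives was added after the data were seen. Of the values for named genes under the alternatives, 3709 of 4295 kept their direction and their side of the threshold, 524 no longer passed, 40 newly passed, 22 moved and 0 reversed. Of 84 called values of named genes, 5 passed under every alternative run for them, the differences between the sexes for Iglv1, Mt1, Mt2, S100a8 and Tuba4a. For differences the methods' t-test and each sex on its own were not run. For the gene lists 912 of 1056 values kept both, and 0 of 27 calls passed under every alternative. Adjusted calls in males (75) numbered 1 with eBayes without a trend, 0 with the methods' t-test (2454 at an unadjusted p under 0.05) and 48 with the replicate block, and in females (33) 13 without a trend, 0 with the t-test (1907) and 11 with each sex on its own. Genes at the paper's criterion in males (604), females (436) and both (48) numbered 1177, 971 and 121 with no filter, 929, 729 and 90 with the filter at the 20th percentile, 198, 160 and 20 at the 60th, 339, 215 and 19 with 1 probe set per gene, and 275, 208 and 16 with the t-test. These filters change how many probe sets are tested, and for the other settings the cause was not tested. The male lipid odds ratio (1.88) was 3.47 at the 60th percentile, 2.51 with log2(value + 32) and 2.75 with 1 probe set per gene, and the female one (1.27) was 0.75 with no filter, 0.89 at the 20th percentile, 0.80 without a trend and 0 with the t-test. Probe sets whose effects differed between the sexes (48) numbered 30 with 1 probe set per gene and 10 without a trend. Those of the mean effect (12) numbered 20 with no filter, 19 at the 20th and 19 at the 60th percentile, 3 with 1 probe set per gene, 2 without a trend and 23 with the block, and those of sex (2088) 1343 with 1 probe set per gene and 1084 without a trend. The correlation of the effects (-0.0387) was -0.00592 with no filter, -0.0163 and -0.0616 at the 20th and 60th percentiles, -0.0487 with log2(value + 32) and -0.0756 with 1 probe set per gene. Camera with an estimated correlation called 0 lists in males, 0 in females and 0 in the difference (3, 6 and 2 at an unadjusted p under 0.05), and fry 0, 0 and 0 for a common direction (smallest adjusted p = 0.150, 0.0595 and 0.0745). Fry's mixed test, for changes in either direction, called 10, 4 and 9.

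Over the 12 fits that left out 1 array each, adjusted calls ran from 17 to 103 in males, 15 to 106 in females, 22 to 78 for the difference, 0 to 39 for the mean effect and 1351 to 2186 for sex. Genes at the criterion ran from 571 to 703 in males, 387 to 741 in females and 39 to 77 in both. The lipid odds ratio ran from 0.97 to 3.10 in males and 0.60 to 1.78 in females, and the correlation from -0.0478 to -0.0128. Camera called 6 to 9 lists in males, 10 to 14 in females and 5 to 13 in the difference. These fits have fewer arrays.

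After removing group means, LDC and control arrays of one replicate number correlated at r = -0.0278 to -0.00557 in males (other pairs -0.00577 to 0.0235). In females they correlated at -0.0182 to 0.0589 (other pairs -0.0778 to 0.0821). This measure shows no pairing of LDC and control arrays by number within a sex. Arrays of equal number in different sexes were not compared, so a shared order of collection or processing was not tested. With the replicate number as a block, adjusted calls were 48 in males, 23 in females, 44 for the difference, 23 for the mean effect and 1968 for sex, criterion genes 605, 451 and 50 in both, odds ratios 1.91 and 1.24, the correlation -0.0387, and lists 7, 12 and 8. Probe sets under a signal of 48.6 were not tested, and with 3 arrays per group 34 of 100 simulated 2-fold changes were recovered.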

Differences from the paper's values

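None of the tests in this part was chosen after its result was seen. The paper's text states the criterion of at least 2-fold and p under 0.05 but names neither the test used on the arrays nor a filter on signal.

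At that criterion 604 genes changed in LDC males here, against the paper's 104, and 436 in LDC females, against the paper's 68. In males 343 were higher, against the paper's 71, and 261 lower, where the paper has about 33 in Figure 3A, read by eye. In females 212 were higher, where the paper has about 24 in Figure 3A, read by eye, and 224 lower, against the paper's 44. At p under 0.01, 128 genes were higher and 80 lower in males, where the paper's Figure 3A shows about 22 and about 8, read by eye. In females 72 were higher and 80 lower at that threshold, where the paper's Figure 3A shows about 4 and about 19, read by eye. Genes changed in both sexes numbered 48, against the paper's 5, and 29 of them went in opposite directions, against the paper's 4. None of the alternatives set before the data were examined brought any of these values within 1.5 times the paper's. The nearest totals were 198 genes in males and 160 in females, both with the filter at the 60th percentile.

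The paper's discussion counts a single gene that varied in common. Read as the shared gene that did not go in opposite directions, which the paper does not spell out, it stands against 19 here: these genes changed in the same direction in both sexes at the criterion. The paper states that genes of fatty acid and lipid metabolism rose in males and not in females. Here Acot3 and Acot4 rose in males and did not pass in females. Acot3 is also the called gene of the female-biased list in males. Camera called the PPAR alpha targets higher in males (adjusted p = 0.000373, and 0.578 with an estimated correlation) and not in females (0.137). These targets had no call in the difference between the sexes (0.0969). Camera also called fatty acid oxidation higher in females (adjusted p = 0.000315, and 0.643 with an estimated correlation) and not in males (0.730). It called cholesterol synthesis lower in females (0.00412, and 0.643 with an estimated correlation) and not in males (0.811). The oxidation call ended without control female 1, and the cholesterol call without control female 2 or LDC female 1. The lipid genes together were not enriched among the higher genes in males (odds ratio 1.88, p = 0.0919 in a one-sided Fisher's exact test), and enrichment passed with the filter at the 60th percentile (p = 0.0104), with log2(value + 32) (p = 0.0392), with 1 probe set per gene (p = 0.0270) and without LDC male 2 (p = 0.00396). Against the other genes the lipid lists together did not pass in males (camera adjusted p = 0.531, and 0.945 with an estimated correlation). Fry's mixed test, which takes changes in either direction and makes no comparison with other genes, passed for them there (adjusted p = 0.00288) and for 10 of the 30 lists in all, among them PPAR alpha targets, very long-chain fatty acids and triglyceride synthesis. Camera called the lipid lists together in males without control male 1 (adjusted p = 0.0402), and in females without control female 2 (0.0306) or LDC female 1 (0.0288). The paper states that ion pathways were influenced in females, and the list of ion channels and transporters did not pass there (camera adjusted p = 0.986). That list was written from general knowledge and lacks Slc41a2, a magnesium transporter gene that fell in LDC females. It is not the paper's Gene Ontology set, so its result cannot decide the paper's statement. The metal and oxidative stress list, with Mt1 and Mt2, passed in females in fry's mixed test (adjusted p = 2.31e-06) and not with camera (0.986). The tallies of more higher genes in males (343 of 604) and more lower genes in females (224 of 436) go the same way as the paper's. They turned in males without LDC male 1, 2 or 3 (45.7%, 46.3% and 46.1% higher), and in females without control female 1 or 3 (61.7% and 59.1%), with arrayWeights (53.9%), the methods' t-test (51.4%) and no filter (50.1%).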

Other observations

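None of the tests in this part was chosen after its result was seen. Abcb11, the bile salt export pump, fell by 0.65 on the log2 scale in LDC males (adjusted p = 0.0179 from limma) and Hsd3b7, an enzyme of bile acid synthesis, by 0.66 (adjusted p = 0.0448). Of the 20 genes of that list, 2 fell and 18 did not pass in males (4 fell when adjusted over the list alone, camera adjusted p = 0.531). In females limma called 0 of them, with 4 higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The median there was 0.10 (camera adjusted p = 0.0126, and adjusted p = 0.643 with an estimated correlation), and this call ended without control female 1 or LDC female 3 (highest adjusted p = 0.735). The calls of Abcb11 and Hsd3b7 ended in 3 and 9 of the 12 fits that left out 1 array (highest adjusted p = 0.0977 and 0.212).

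Of 17 clock genes, 14 lay above 0 in each sex, with medians of 0.44 in males (camera adjusted p = 0.00591, and adjusted p = 0.491 with an estimated correlation) and 0.45 in females (9.03e-05, and 0.162). Cry1, a repressor of the clock, rose in males by 1.41 (adjusted p = 0.0448, ended in 8 of the 12 fits that left out 1 array, highest adjusted p = 0.223) and 16 did not pass (1 rose when adjusted over the list alone). Clock, a core activator, fell in males by 1.09 (adjusted p = 0.0400) through a probe set that is not its brightest, which stood at -0.47 (adjusted p = 0.383). This call ended in 9 of the 12 fits (highest adjusted p = 0.158). In females limma called 0, with 7 higher at an unadjusted p under 0.05 and 1 that rose when adjusted over the list alone. The male list call ended without control male 3 (adjusted p = 0.0652). The median was 0.67 in males without control male 1 and 0.77 in females without LDC female 1.

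Of 20 female-biased liver genes, Acot3 rose and 19 did not pass in LDC males (8 rose and 2 fell when adjusted over the list alone), with a median of 0.60 (camera adjusted p = 0.00136). Of 14 male-biased genes, Elovl3 fell and 13 did not pass (3 fell when adjusted over the list alone), with a median of -0.43 (camera adjusted p = 0.00136). With an estimated correlation each had an adjusted p of 0.301. In LDC females the female-biased list had a median of 0.31 (camera adjusted p = 0.000419, and adjusted p = 0.162 with an estimated correlation) and the male-biased list one of 0.20 (0.986). Limma called 0 genes of either list in females, with 4 higher, and 2 higher and 3 lower, at an unadjusted p under 0.05 (1 rose and 1 fell when adjusted over the list alone).

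Both red blood cell markers lay below 0 in LDC males, with a median of -0.65 (camera adjusted p = 0.0193, and adjusted p = 0.301 with an estimated correlation), and the call ended without control male 2 (adjusted p = 0.139) or LDC male 3 (0.0778). All 3 adipocyte markers lay above 0 in LDC females, with a median of 0.28 (camera adjusted p = 0.0320, and adjusted p = 0.217 with an estimated correlation), and the call ended without control female 2, LDC female 1 or LDC female 2 (highest adjusted p = 0.106). In the other sex these lists did not pass (adjusted p = 0.360 for red blood cells in females and 0.795 for adipocytes in males).

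The remaining lists did not pass with camera in either sex. Their adjusted p in males and females was 0.964 and 0.986 for sex chromosome genes, 0.655 and 0.824 for gluconeogenesis and glycolysis, 0.964 and 0.128 for immediate early genes, 0.795 and 0.0841 for proliferation, 0.117 and 0.607 for endothelial, 0.748 and 0.164 for stellate, 0.811 and 0.802 for bile duct and 0.867 and 0.986 for pancreatic acinar cell markers.

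The 3 against 3 arrays of a sex make 10 splits, too few for a share under 0.05. The real split gave 75 adjusted calls in males (highest other 2), 604 criterion genes in males (474), 33 adjusted calls in females (12), 436 criterion genes in females (588) and 2088 adjusted calls between control males and control females (0). The real value was reached in 1, 1, 1, 2 and 1 of the 10 splits, the real one included. The split with 588 genes sets control female 1, control female 3 and LDC female 1 against the other females. For the difference between the sexes 1 of 100 splits drawn within each sex gave as many calls as the real 48 (highest other 28), and for the mean effect 3 of 100 gave as many as 12 (highest other 28), which argues against a random grouping of the arrays for both.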
